# Post-weaning selenium and folate supplementation affects gene and protein expression and global DNA methylation in mice fed high-fat diets

**DOI:** 10.1186/1755-8794-6-7

**Published:** 2013-03-05

**Authors:** Emma N Bermingham, Shalome A Bassett, Wayne Young, Nicole C Roy, Warren C McNabb, Janine M Cooney, Di T Brewster, William A Laing, Matthew PG Barnett

**Keywords:** Epigenetic, Microarray analysis, 2D-DIGE, Proteomics, Folate, Selenium, High fat

## Abstract

**Background:**

Consumption of high-fat diets has negative impacts on health and well-being, some of which may be epigenetically regulated. Selenium and folate are two compounds which influence epigenetic mechanisms. We investigated the hypothesis that post-weaning supplementation with adequate levels of selenium and folate in offspring of female mice fed a high-fat, low selenium and folate diet during gestation and lactation will lead to epigenetic changes of potential importance for long-term health.

**Methods:**

Female offspring of mothers fed the experimental diet were either maintained on this diet (HF-low-low), or weaned onto a high-fat diet with sufficient levels of selenium and folate (HF-low-suf), for 8 weeks. Gene and protein expression, DNA methylation, and histone modifications were measured in colon and liver of female offspring.

**Results:**

Adequate levels of selenium and folate post-weaning affected gene expression in colon and liver of offspring, including decreasing *Slc2a4* gene expression. Protein expression was only altered in the liver. There was no effect of adequate levels of selenium and folate on global histone modifications in the liver. Global liver DNA methylation was decreased in mice switched to adequate levels of selenium and folate, but there was no effect on methylation of specific CpG sites within the *Slc2a4* gene in liver.

**Conclusions:**

Post-weaning supplementation with adequate levels of selenium and folate in female offspring of mice fed high-fat diets inadequate in selenium and folate during gestation and lactation can alter global DNA methylation in liver. This may be one factor through which the negative effects of a poor diet during early life can be ameliorated. Further research is required to establish what role epigenetic changes play in mediating observed changes in gene and protein expression, and the relevance of these changes to health.

## Background

The epigenome comprises interconnected, interdependent heritable processes (including DNA methylation, histone modifications, and non-coding RNAs) that regulate gene expression in response to environmental influences. Epigenetic regulation may be as important as DNA transcription and translation for allowing plasticity of the phenotype in a fixed genotype [1]. There is mounting evidence that epigenetics has a major role in multiple physiological processes including development, imprinting, and regulation of gene transcription [2]. Activation or deactivation of genes in response to various deleterious environmental stimuli may be important in the development of common complex diseases [3,4]. Specific nutrients can modulate epigenetic events [5,6], indicating that diet may be a key environmental factor which can influence epigenetic patterns [7,8], with consequent effects on gene expression. It is therefore important to investigate the potential of food components to induce phenotypic changes via epigenetic modulation of gene expression [9].

A genetic predisposition to good health may be established at conception by the combination of genetic material from both parents [10]. However, the effects of environmental impacts throughout life, particularly during critical times such as gestation, can influence the expression of the genetic potential of the individual, resulting in altered phenotype [10]. Macronutrient-rich diets high in carbohydrate, protein and fat may have inadequate levels of micronutrients, especially if the food components are heavily processed [11]. Poor micronutrient intake, which is often associated with high consumption of such foods, has been linked to late onset diseases such as cancer [12]. Selenium is an essential micronutrient which is deficient in diets in several countries, including New Zealand [13], and this deficiency can result in symptoms associated with oxidative stress [14]. Folate, a water-soluble B vitamin with roles in DNA synthesis and repair, is also nutritionally inadequate in diets in many countries [15]. Both selenium and folate can influence gene expression, possibly via epigenetic mechanisms [16]. Folate is thought to affect epigenetic regulation via one-carbon metabolism, however the epigenetic regulation by selenium is less well understood [17]. Selenium is thought to modulate folate deficiency, suggesting that the interaction between folate and selenium is important [16].

Epigenetic activation and repression is important in normal cellular development and maintenance [18]. While particularly important during foetal development, these processes have also been implicated in postnatal development, affecting for example both structure and function of the mammalian gastrointestinal tract [19]. Histone modification and DNA methylation are major epigenetic mechanisms [20]. In the case of methylation, the general dogma suggests that the addition of methyl groups by DNA methyltransferase represses gene expression, while methyl removal allows activation [21]. Dysregulation of these processes may lead to negative impacts on health [22]. Histone modifications include both acetylation and deacetylation (amongst other modifications); DNA methylation and histone modifications can act together to provide stable and heritable gene silencing in eukaryotic genomes [23].

We hypothesised that post-weaning supplementation with adequate levels of selenium and folate after exposure (via maternal diet during gestation and lactation) to high fat and low selenium and folate will lead to epigenetic changes in the offspring which are of importance for long-term health, with a high-fat diet being a risk factor for obesity. Of interest are the long-term effects of intergenerational epigenetic regulation, which are more likely to be carried through the maternal line [24]. To test this hypothesis, female mice were fed a high-fat diet containing low levels of selenium and folate during gestation and lactation. At four weeks of age, female offspring were either weaned onto the same diet (HF-low-low), or onto a high-fat diet containing adequate selenium and folate (HF-low-suf). At 12 weeks of age, gene and protein expression profiles, and DNA methylation (global and gene-specific) were measured in colon and liver, and selenium content and histone H3 methylation and acetylation measured in the liver. These analyses showed changes in gene and protein expression in metabolic and oxidative pathways, and altered global DNA methylation, due to post-weaning supplementation with selenium and folate.

## Results

### Food intake and body weight

There was no effect of adequate levels of selenium and folate post-weaning on food intake (c. 2.7 g diet/day; P = 0.91) or bodyweight (c. 18.5 g; P = 0.66) of offspring.

### Liver selenium content

There was a small but significant effect of diet on liver selenium, with levels in mice in the HF-low-suf group being slightly higher than those in mice in the HF-low-low group (1.03 ± 0.12 *vs.* 0.85 ± 0.15 mg/kg, P < 0.05).

### Gene and protein expression profiles

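Colon and liver RNA of 12 offspring, 6 on each post-weaning diet, was measured on 24 two-colour Agilent arrays. The HF-low-low diet contained 0.4 mg/kg folate and 0.1 mg/kg selenium, and the HF-low-suf diet 1.8 mg/kg folate and 0.60 mg/kg selenium. Each array held 1 mouse's RNA labelled with Cy3 and a reference pool of colon and liver RNA labelled with Cy5, and the dyes were not swapped. The authors deposited the intensity of 45018 spots per array as read by the Feature Extraction software, before any loess normalization. The median Cy3 signal of an array was between 3.78 and 7.20 times its median background. The median of this ratio was 5.02 for colon HF-low-low, 5.27 for colon HF-low-suf, 4.43 for liver HF-low-low and 4.60 for liver HF-low-suf. Between 26.1% and 71.9% of the spots of an array were well above background in Cy3. Each of the 6 slides carried 1 array of every group, and 3 slides were scanned on one day and 3 on another. The mean signals were background corrected with normexp (offset 50) and normalized by loess within each array, control spots and spots flagged as outliers were left out, and repeated spots of a probe were averaged. The values are log2 ratios of the Cy3 signal of the sample to the Cy5 signal of the reference, so that a positive difference means higher mRNA abundance in HF-low-suf than in HF-low-low mice. Albumin had a mean log2 ratio of at most -4.37 on the 12 colon arrays, where its Cy5 signal was near a ceiling, and Krt20 one of -6.00 on the 12 liver arrays, which places the mouse samples in the Cy3 channel. The 41174 probes were tested in each tissue with limma on its 12 arrays, and a probe past an unadjusted P of 0.01 and a fold change of 1.5 was called differentially expressed. The number of arrays limits the precision of every value.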

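In the colon, 69 probes were differentially expressed, of which 66 were higher and 3 lower in HF-low-suf mice. An unadjusted P below 0.01 was reached by 110 probes, where 412 are expected by chance among the probes tested, and a P below 0.05 by 1230 probes. After Benjamini-Hochberg adjustment in limma, 0 probes passed 0.05 and the smallest adjusted P was 0.9998. Of the 69 probes, 3 were well above background in Cy3 on at least 6 of the 12 arrays, 35 on 1 to 5 arrays and 31 on no array. Among all probes tested in the colon, 43.9% were well above background on at least 6 arrays. Among the processing alternatives, testing only those brighter probes moved the count by the largest factor, to 3. These 3 were Nov, Akap1 and Nrf1. The probe of Akap1 lies on chromosome 11 of mouse build mm7 from 88944134 to 88944193. Its log2 ratio was -0.69 ± 0.43 (SD, n = 6 mice) in HF-low-low and -0.05 ± 0.36 (SD, n = 6) in HF-low-suf mice, a log2 fold change of 0.63 (standard error 0.21). The two-sided exact permutation test of the mice gave a P of 0.0260 for Akap1. The probe of Nrf1, on chromosome 6 from 30048287 to 30048346, was well above background on 2 of 6 HF-low-low and 5 of 6 HF-low-suf arrays and had a log2 fold change of 0.59 (standard error 0.18).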

Post-weaning supplementation with adequate levels of selenium and folate altered the expression (P < 0.01, |fold change| >1.5) of 23 genes in the colon (Additional file 1: Table S1). The majority of these genes were significantly over-represented in Gene Ontology (GO) biological processes related to cellular and DNA metabolic processes (Table 1). 

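Nov was the 1 gene of Table 1 whose probe was well above background on all 12 colon arrays. This probe, on chromosome 15 of build mm7 from 54812769 to 54812828, had a log2 ratio of 0.86 ± 0.64 (SD, n = 6 mice) in HF-low-low and 1.68 ± 0.32 (SD, n = 6) in HF-low-suf mice. The log2 fold change of Nov was 0.81 (standard error 0.25, adjusted P of 0.9998 in limma), and the two-sided exact permutation test gave a P of 0.0173. The probes of Top2a and Shprh, which Table 1 lists for DNA metabolic processes, were dimmer. That of Top2a was well above background on 0 of 6 HF-low-low and 2 of 6 HF-low-suf arrays, and that of Shprh on 0 of 12. Both had an unadjusted P above 0.01 in limma, at 0.0140 and 0.0108. Stx6 and Pom121 were each well above background on 2 of 6 HF-low-suf arrays, and Mef2a and Podxl2 on 1. Mtmr1 reached this level on 2 of 6 HF-low-suf arrays, and the probes of Heph and Rora on 0. None of these 7 probes was well above background on a HF-low-low array, which leaves at most a lower bound for their fold change. For Stx6 this bound was at least 1.00-fold higher in HF-low-suf mice. Such bounds compare the mean log2 Cy3 signals of the groups after loess and Aquantile scaling. Each signal of the dimmer group is raised to the lowest signal well above background on its array. The bounds are open to dye bias because the dyes were not swapped. On HF-low-suf replicate 5, 71.9% of spots were well above background, against at most 50.5% on the other arrays of its group. It was the 1 array at this level for Podxl2, and 1 of the 2 for Stx6, Pom121 and Top2a. For Mef2a and Mtmr1 it was not among them.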

The biological process “Lipid homeostasis” was also significantly over-represented (P = 0.007) among the differentially expressed genes in the colon. 

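The genes listed under lipid homeostasis in Table 1 are Col4a3bp and Plscr3. The probe of Col4a3bp lies on chromosome 13 of build mm7 from 93700124 to 93700183. It was well above background on 0 of 6 HF-low-low and 3 of 6 HF-low-suf colon arrays, the bright array of replicate 5 among them. Its mRNA abundance was at least 1.03-fold higher in HF-low-suf mice. The two-sided exact permutation test of its log2 ratios gave a P of 0.0108. The probe of Plscr3, on chromosome 11 from 69929146 to 69929391, was not well above background on any colon array, so that no fold change is given. Its permutation P was 0.0238 in the same exact test.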

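Of the 23 probes in Table S1, 22 had a higher log2 ratio in the colon of HF-low-suf than of HF-low-low mice and 1, for 2010016B13Rik, had a lower one. Past the threshold were 16 of them, and 16 of these were higher in HF-low-suf mice. In Cy3, 8 of the 23 probes were well above background on no colon array, 13 on 1 to 5 arrays and 2 on at least 6 arrays. The directions were the same for all 23 probes under every normalization and background correction tried, and without HF-low-low replicate 1. For most of the 22 probes that array had the lowest log2 ratio of the colon arrays, such as -2.67 for Top2a and -2.43 for Rora. Much of their difference thus rests on 1 array. Of the arrays left out in turn, it lowered the number of colon probes past the threshold most. The probe of 2010016B13Rik, on chromosome 8 of build mm7 from 20088020 to 20088079, was well above background on 2 of 6 HF-low-low and 1 of 6 HF-low-suf arrays. Its log2 ratio was 1.45 ± 1.55 (SD, n = 6 mice) in HF-low-low and 0.05 ± 0.56 (SD, n = 6) in HF-low-suf mice, a difference of -1.40 that the two-sided exact permutation test placed at P = 0.0563.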

The mRNA abundance of the majority of genes in the colon was decreased (Table 1).

**Table 1:** Significantly over-represented gene ontology biological processes associated with differentially expressed genes in the colon of mice supplemented with adequate levels of selenium and folate post-weaning (n = 6 per treatment)

**Term**	**GOid**	**Gene name**	**Systematic name**	**Description**	**Fold change**	**P value**
Organelle organization	GO:0006996	Top2a	NM_011623	Mus musculus topoisomerase (DNA) II alpha	−1.7	0.006
		Stx6	NM_021433	Mus musculus syntaxin 6	−1.6	0.003
		Col4a3bp	NM_023420	Mus musculus procollagen, type IV, alpha 3 (Goodpasture antigen) binding protein	−1.5	0.004
		Pom121	NM_148932	Mus musculus nuclear pore membrane protein 121	−1.7	0.004
		Shprh	AK037266	Mus musculus 16 days neonate thymus	−1.6	0.003
Lipid homeostasis	GO:0055088	Col4a3bp	NM_023420	Mus musculus procollagen, type IV, alpha 3 (Goodpasture antigen) binding protein	−1.5	0.004
		Plscr3	NM_023564	Mus musculus phospholipid scramblase 3	−1.6	0.007
Cellular component organization	GO:0016043	Nov	NM_010930	Mus musculus nephroblastoma overexpressed gene	−1.7	0.005
		Top2a	NM_011623	Mus musculus topoisomerase (DNA) II alpha	−1.7	0.006
		Stx6	NM_021433	Mus musculus syntaxin 6	−1.6	0.003
		Col4a3bp	NM_023420	Mus musculus procollagen, type IV, alpha 3 (Goodpasture antigen) binding protein	−1.5	0.004
		Pom121	NM_148932	Mus musculus nuclear pore membrane protein 121	−1.7	0.004
		Shprh	AK037266	Mus musculus 16 days neonate thymus	−1.6	0.003
Nuclear pore organization	GO:0006999	Pom121	NM_148932	Mus musculus nuclear pore membrane protein 121	−1.7	0.004
Cellular process	GO:0009987	Heph	NM_181273	Mus musculus hephaestin, transcript variant 2	−1.5	0.001
		Mef2a	NM_001033713	Mus musculus myocyte enhancer factor 2A	−1.6	0.001
		Nov	NM_010930	Mus musculus nephroblastoma overexpressed gene	−1.7	0.005
		Rora	AK087905	Mus musculus 2 days pregnant adult female ovary	−1.8	0.001
		Top2a	NM_011623	Mus musculus topoisomerase (DNA) II alpha	−1.7	0.006
		Mtmr1	NM_016985	Mus musculus myotubularin related protein 1	−1.6	0.008
		Stx6	NM_021433	Mus musculus syntaxin 6	−1.6	0.003
		Col4a3bp	NM_023420	Mus musculus procollagen, type IV, alpha 3 (Goodpasture antigen) binding protein	−1.5	0.004
		Pom121	NM_148932	Mus musculus nuclear pore membrane protein 121	−1.7	0.004
		Shprh	AK037266	Mus musculus 16 days neonate thymus	−1.6	0.003
		Podxl2	NM_176973	Mus musculus podocalyxin-like 2	−1.6	0.005
DNA packaging	GO:0006323	Top2a	NM_011623	Mus musculus topoisomerase (DNA) II alpha	−1.7	0.006
		Shprh	AK037266	Mus musculus 16 days neonate thymus	−1.6	0.003
DNA conformation change	GO:0071103	Top2a	NM_011623	Mus musculus topoisomerase (DNA) II alpha	−1.7	0.006
		Shprh	AK037266	Mus musculus 16 days neonate thymus	−1.6	0.003
DNA metabolic process	GO:0006259	Top2a	NM_011623	Mus musculus topoisomerase (DNA) II alpha	−1.7	0.006
		Shprh	AK037266	Mus musculus 16 days neonate thymus	−1.6	0.003

A positive fold change indicates that supplementation increased the expression of the gene.

In the liver, post-weaning supplementation with adequate levels of selenium and folate led to differential expression (P < 0.01, FC > 1.5) of 36 genes (Additional file 2: Table S2), within which the GO biological processes, “Cellular process”, “Multicellular organismal process”, “Developmental process”, and “Multicellular organismal development” were significantly over-represented (P < 0.05) (Table 2). 

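In the liver, limma called 45 of the 41174 probes, 37 of them higher and 8 lower in HF-low-suf mice. Unadjusted P values below 0.01 and 0.05 were found for 74 and 893 probes. No probe passed an adjusted P of 0.05, with a smallest value of 0.9999. On at least 6 of the 12 liver arrays, 2 of the 45 probes were well above background in Cy3, compared with 36.9% of all probes tested. A further 22 of the 45 were well above background on 1 to 5 arrays and 21 on none. Among the processing alternatives, centring each array on its median in place of loess and testing only the brighter probes moved the count by the largest factor, each to 2. The split of directions rested on single livers: without HF-low-suf replicate 1 the probes called were 18 higher and 17 lower, and without HF-low-suf replicate 4 they were 19 higher and 16 lower. The 2 brighter probes were those of Errfi1 and Epha2, both lower in HF-low-suf mice. The probe of Epha2, on chromosome 4 of build mm7 from 140707665 to 140707724, had a log2 ratio of 1.22 ± 0.32 (SD, n = 6 mice) in HF-low-low and 0.52 ± 0.50 (SD, n = 6) in HF-low-suf mice. This gave a log2 fold change of -0.70 (standard error 0.23) and a two-sided exact permutation P of 0.0216. Of the 36 probes in Table S2, 16 were past the threshold in the liver.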

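Among the 36 probes listed for the liver, 32 had a higher and 4 a lower log2 ratio in HF-low-suf than in HF-low-low mice. The 4 lower ones were those of Errfi1, Plce1, Fpr-rs2 and Agxt2l1. Errfi1, whose probe lies on chromosome 4 of build mm7 from 149857959 to 149858018, had a log2 ratio of 0.62 ± 0.48 (SD, n = 6 mice) in HF-low-low and -0.16 ± 0.36 (SD, n = 6) in HF-low-suf livers. Its log2 fold change was -0.78 (standard error 0.23), with a two-sided exact permutation P of 0.00649. Agxt2l1 was well above background on 5 of 6 HF-low-low and 4 of 6 HF-low-suf arrays and had a log2 fold change of -0.89 (standard error 0.41). Its permutation P was 0.104 in the same exact test. The probe of Fpr-rs2 was well above background on 1 of 6 HF-low-low arrays and 0 of 6 HF-low-suf arrays. Those of Plce1 and Dmbx1 were not well above background on any liver array, so that no fold change is given for them. The log2 ratio of Dmbx1 lay on the higher side in HF-low-suf mice. Of the 36 probes, 17 were well above background on no liver array, 16 on 1 to 5 arrays and 3 on at least 6 arrays. These 3 were Errfi1, Slc2a4 and Agxt2l1.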

Whilst the mRNA abundance of the majority of these genes, including *Slc2a4*, was decreased, the abundance of *Dmbx1*, *Errfi1*, *Plce1* and *Fpr-rs2* transcripts was increased in the liver (Table 2) in offspring supplemented with adequate levels of selenium and folate.

**Table 2:** Significantly over-represented gene ontology biological processes associated with differentially expressed genes in the liver of mice supplemented with adequate levels of selenium and folate post-weaning (n = 6 per treatment)

**Term**	**GOid**	**Genename**	**Systematicname**	**Description**	**Fold change**	**P value**
Multicellular organismal process	GO:0032501	Il2	NM_008366	Mus musculus interleukin 2	−1.50	0.010
		Isl1	NM_021459	Mus musculus ISL1 transcription factor, LIM/homeodomain	−1.59	0.007
		Mbp	NM_010777	Mus musculus myelin basic protein, transcript variant 7	−1.62	0.004
		Ift172	NM_026298	Mus musculus intraflagellar transport 172 homolog (Chlamydomonas)	−1.52	0.002
		Errfi1	NM_133753	Mus musculus ERBB receptor feedback inhibitor 1	1.73	0.000
		Dmbx1	NM_130865	Mus musculus diencephalon/mesencephalon homeobox 1, transcript variant 1	−1.50	0.010
		Mcoln3	AK033008	Mus musculus 12 days embryo male wolffian duct includes surrounding region cDNA	−1.68	0.008
		Ndrg4	NM_145602	Mus musculus N-myc downstream regulated gene 4	−1.55	0.009
		Frem2	NM_172862	Mus musculus Fras1 related extracellular matrix protein 2	−1.52	0.007
		Olfr1355	AF042360	Mus musculus clone OR27-3 putative olfactory receptor mRNA	−1.53	0.001
		Olfr357	NM_146623	Mus musculus olfactory receptor 357	−1.52	0.008
		Olfr646	NM_147056	Mus musculus olfactory receptor 646	−1.67	0.010
Developmental process	GO:0032502	Il2	NM_008366	Mus musculus interleukin 2	−1.50	0.010
		Isl1	NM_021459	Mus musculus ISL1 transcription factor, LIM/homeodomain	−1.59	0.007
		Mbp	NM_010777	Mus musculus myelin basic protein, transcript variant 7	−1.62	0.004
		Slc2a4	NM_009204	Mus musculus solute carrier family 2 (facilitated glucose transporter), member 4	−2.39	0.001
		Ift172	NM_026298	Mus musculus intraflagellar transport 172 homolog (Chlamydomonas)	−1.52	0.002
		Errfi1	NM_133753	Mus musculus ERBB receptor feedback inhibitor 1	−1.73	0.000
		Dmbx1	NM_130865	Mus musculus diencephalon/mesencephalon homeobox 1, transcript variant 1	1.50	0.010
		Mcoln3	AK033008	Mus musculus 12 days embryo male wolffian duct includes surrounding region cDNA	−1.68	0.008
		Ndrg4	NM_145602	Mus musculus N-myc downstream regulated gene 4	−1.55	0.009
		Frem2	NM_172862	Mus musculus Fras1 related extracellular matrix protein 2	−1.52	0.007
		Il2	NM_008366	Mus musculus interleukin 2	−1.50	0.010
Multicellular organismal development	GO:0007275	Isl1	NM_021459	Mus musculus ISL1 transcription factor, LIM/homeodomain	−1.59	0.007
		Mbp	NM_010777	Mus musculus myelin basic protein, transcript variant 7	−1.62	0.004
		Ift172	NM_026298	Mus musculus intraflagellar transport 172 homolog (Chlamydomonas)	−1.52	0.002
		Errfi1	NM_133753	Mus musculus ERBB receptor feedback inhibitor 1	1.73	0.000
		Dmbx1	NM_130865	Mus musculus diencephalon/mesencephalon homeobox 1, transcript variant 1	−1.50	0.010
		Mcoln3	AK033008	Mus musculus 12 days embryo male wolffian duct includes surrounding region cDNA	−1.68	0.008
		Ndrg4	NM_145602	Mus musculus N-myc downstream regulated gene 4	−1.55	0.009
		Frem2	NM_172862	Mus musculus Fras1 related extracellular matrix protein 2	−1.52	0.007
Cellular process	GO:0009987	Fpr-rs2	NM_008039	Mus musculus formyl peptide receptor, related sequence 2	1.51	0.005
		Il2	NM_008366	Mus musculus interleukin 2	−1.50	0.010
		Isl1	NM_021459	Mus musculus ISL1 transcription factor, LIM/homeodomain	−1.59	0.007
		Mbp	NM_010777	Mus musculus myelin basic protein, transcript variant 7	−1.62	0.004
		Slc2a4	NM_009204	Mus musculus solute carrier family 2 (facilitated glucose transporter), member 4	−2.39	0.001
		Ift172	NM_026298	Mus musculus intraflagellar transport 172 homolog (Chlamydomonas)	−1.52	0.002
		Errfi1	NM_133753	Mus musculus ERBB receptor feedback inhibitor 1	1.73	0.000
		Pcdhb10	NM_053135	Mus musculus protocadherin beta 10	−1.52	0.005
		Dmbx1	NM_130865	Mus musculus diencephalon/mesencephalon homeobox 1, transcript variant 1	−1.50	0.010
		Mcoln3	AK033008	Mus musculus 12 days embryo male wolffian duct includes surrounding region cDNA	−1.68	0.008
		C79407	NM_172578	Mus musculus expressed sequence C79407	−1.66	0.005
		Spon1	AK084717	Mus musculus 13 days embryo heart cDNA	−1.66	0.004
		Tnrc6a	AK147327	Mus musculus cDNA	−1.71	0.003
		Frem2	NM_172862	Mus musculus Fras1 related extracellular matrix protein 2	−1.52	0.007
		Olfr1355	AF042360	Mus musculus clone OR27-3 putative olfactory receptor	−1.53	0.001
		Olfr357	NM_146623	Mus musculus olfactory receptor 357	−1.52	0.008
		Olfr646	NM_147056	Mus musculus olfactory receptor 646	−1.67	0.010
System development	GO:0048731	Il2	NM_008366	Mus musculus interleukin 2	−1.50	0.010
		Isl1	NM_021459	Mus musculus ISL1 transcription factor, LIM/homeodomain	−1.59	0.007
		Mbp	NM_010777	Mus musculus myelin basic protein, transcript variant 7	−1.62	0.004
		Ift172	NM_026298	Mus musculus intraflagellar transport 172 homolog (Chlamydomonas)	−1.52	0.002
		Errfi1	NM_133753	Mus musculus ERBB receptor feedback inhibitor 1	1.73	0.000
		Dmbx1	NM_130865	Mus musculus diencephalon/mesencephalon homeobox 1, transcript variant 1	−1.50	0.010
		Mcoln3	AK033008	Mus musculus 12 days embryo male wolffian duct includes surrounding region cDNA	−1.68	0.008
		Frem2	NM_172862	Mus musculus Fras1 related extracellular matrix protein 2	−1.52	0.007
		Il2	NM_008366	Mus musculus interleukin 2	−1.50	0.010
Organ development	GO:0048513	Isl1	NM_021459	Mus musculus ISL1 transcription factor, LIM/homeodomain	−1.59	0.007
		Mbp	NM_010777	Mus musculus myelin basic protein, transcript variant 7	−1.62	0.004
		Ift172	NM_026298	Mus musculus intraflagellar transport 172 homolog (Chlamydomonas)	−1.52	0.002
		Errfi1	NM_133753	Mus musculus ERBB receptor feedback inhibitor 1	1.73	0.000
		Dmbx1	NM_130865	Mus musculus diencephalon/mesencephalon homeobox 1, transcript variant 1	−1.50	0.010
		Mcoln3	AK033008	Mus musculus 12 days embryo male wolffian duct includes surrounding region cDNA	−1.68	0.008
		Frem2	NM_172862	Mus musculus Fras1 related extracellular matrix protein 2	−1.52	0.007
Cellular developmental process	GO:0048869	Il2	NM_008366	Mus musculus interleukin 2	−1.50	0.010
		Isl1	NM_021459	Mus musculus ISL1 transcription factor, LIM/homeodomain	−1.59	0.007
		Mbp	NM_010777	Mus musculus myelin basic protein, transcript variant 7	−1.62	0.004
		Ift172	NM_026298	Mus musculus intraflagellar transport 172 homolog (Chlamydomonas)	−1.52	0.002
		Errfi1	NM_133753	Mus musculus ERBB receptor feedback inhibitor 1	1.73	0.000
		Dmbx1	NM_130865	Mus musculus diencephalon/mesencephalon homeobox 1, transcript variant 1	−1.50	0.010
		Mcoln3	AK033008	Mus musculus 12 days embryo male wolffian duct includes surrounding region cDNA	−1.68	0.008
		Frem2	NM_172862	Mus musculus Fras1 related extracellular matrix protein 2	−1.52	0.007
Anatomical structure development	GO:0048856	Il2	NM_008366	Mus musculus interleukin 2	−1.50	0.010
		Isl1	NM_021459	Mus musculus ISL1 transcription factor, LIM/homeodomain	−1.59	0.007
		Mbp	NM_010777	Mus musculus myelin basic protein, transcript variant 7	−1.62	0.004
		Ift172	NM_026298	Mus musculus intraflagellar transport 172 homolog (Chlamydomonas)	−1.52	0.002
		Errfi1	NM_133753	Mus musculus ERBB receptor feedback inhibitor 1	1.73	0.000
		Dmbx1	NM_130865	Mus musculus diencephalon/mesencephalon homeobox 1, transcript variant 1	−1.50	0.010
		Mcoln3	AK033008	Mus musculus 12 days embryo male wolffian duct includes surrounding region cDNA	−1.68	0.008
		Frem2	NM_172862	Mus musculus Fras1 related extracellular matrix protein 2	−1.52	0.007
Negative regulation of macromolecule metabolic process	GO:0010605	Il2	NM_008366	Mus musculus interleukin 2	−1.50	0.010
		Ift172	NM_026298	Mus musculus intraflagellar transport 172 homolog (Chlamydomonas)	−1.52	0.002
		Errfi1	NM_133753	Mus musculus ERBB receptor feedback inhibitor 1	1.73	0.000
		Dmbx1	NM_130865	Mus musculus diencephalon/mesencephalon homeobox 1, transcript variant 1	−1.50	0.010
		Tnrc6a	AK147327	Mus musculus cDNA	−1.71	0.003
Cell surface receptor linked signaling pathway	GO:0007166	Il2	NM_008366	Mus musculus interleukin 2	−1.50	0.010
		Ift172	NM_026298	Mus musculus intraflagellar transport 172 homolog (Chlamydomonas)	−1.52	0.002
		Plce1	AK035546	Mus musculus adult male urinary bladder cDNA	1.53	0.010
		Errfi1	NM_133753	Mus musculus ERBB receptor feedback inhibitor 1	1.73	0.000
		Olfr1355	AF042360	Mus musculus clone OR27-3 putative olfactory receptor	−1.53	0.001
		Olfr357	NM_146623	Mus musculus olfactory receptor 357	−1.52	0.008
		Olfr646	NM_147056	Mus musculus olfactory receptor 646	−1.67	0.010

A positive fold change indicates that supplementation increased the expression of the gene.

Pooled differential proteomic analysis (HF-low-suf *vs.* HF-low-low) showed no effect of post-weaning supplementation with adequate levels of selenium and folate on protein expression in the colon (data not shown). In the liver, 22 proteins were differentially expressed (P < 0.05; Figure 1) and are shown in the gel image depicted in Additional file 3: Figure S1, and listed in Figure 1. These included proteins with a role in the oxidative stress response, metabolic proteins (in particular those in the urea cycle and amino acid metabolism), and cytoskeletal proteins such as actin and tropomysin (Figure 1).

**Figure 1:**
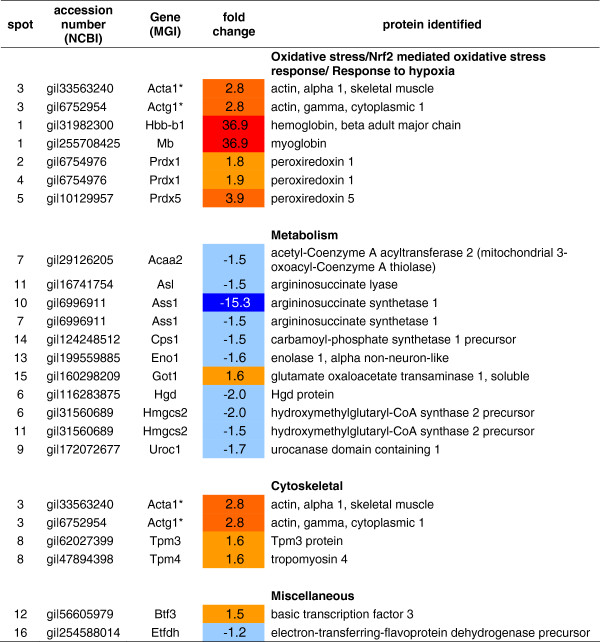
**Changes in protein expression in the liver of mice supplemented with adequate levels of selenium and folate post-weaning.** This analysis is of duplicate technical replicates representing protein pooled from the 6 mice per treatment group used for microarray analysis. A positive fold change indicates that supplementation increased the expression of the protein. Note that 16 differentially expressed protein “spot-features” were identified, representing 22 unique proteins (spot features 1, 3, 6, 7, 8, and 11 each contain 2 proteins). * Indicates that a protein appears in multiple functional groups.

A network of interactions between genes and proteins, and the changes in expression associated with feeding of the HF-low-suf diet, can be seen in Figure 2. 

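The arrays held probes for 18 genes of the proteins in Figure 1, and the probe of each was well above background on all 12 liver arrays. None of the 18 was past the threshold in the liver. The log2 fold change of the gene with the largest rise, Mb, was 0.65 (standard error 0.48), and that of the gene with the largest fall, Cps1, was -0.26 (standard error 0.19). Hbb-b1, which encodes a haemoglobin chain, had a log2 ratio of 0.93 ± 0.95 (SD, n = 6 mice) in HF-low-low and 1.48 ± 0.52 (SD, n = 6) in HF-low-suf livers, a difference with a two-sided exact permutation P of 0.251. Acta1, which encodes skeletal muscle actin, had a log2 fold change of 0.44 (standard error 0.31) and a permutation P of 0.240 in the same exact test. The HF-low-suf liver of replicate 2 had an Acta1 log2 ratio of -2.95, and the other 5 HF-low-suf livers lay between -5.09 and -4.45. For Prdx1 and Prdx5 the log2 fold changes were -0.19 (standard error 0.16) and 0.19 (standard error 0.13). The protein values of Figure 1 were not analysed here.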

As shown in Figure 3, gene and protein expression fold changes in the liver were not highly correlated (Pearson Coefficient = 0.33).

**Figure 2:**
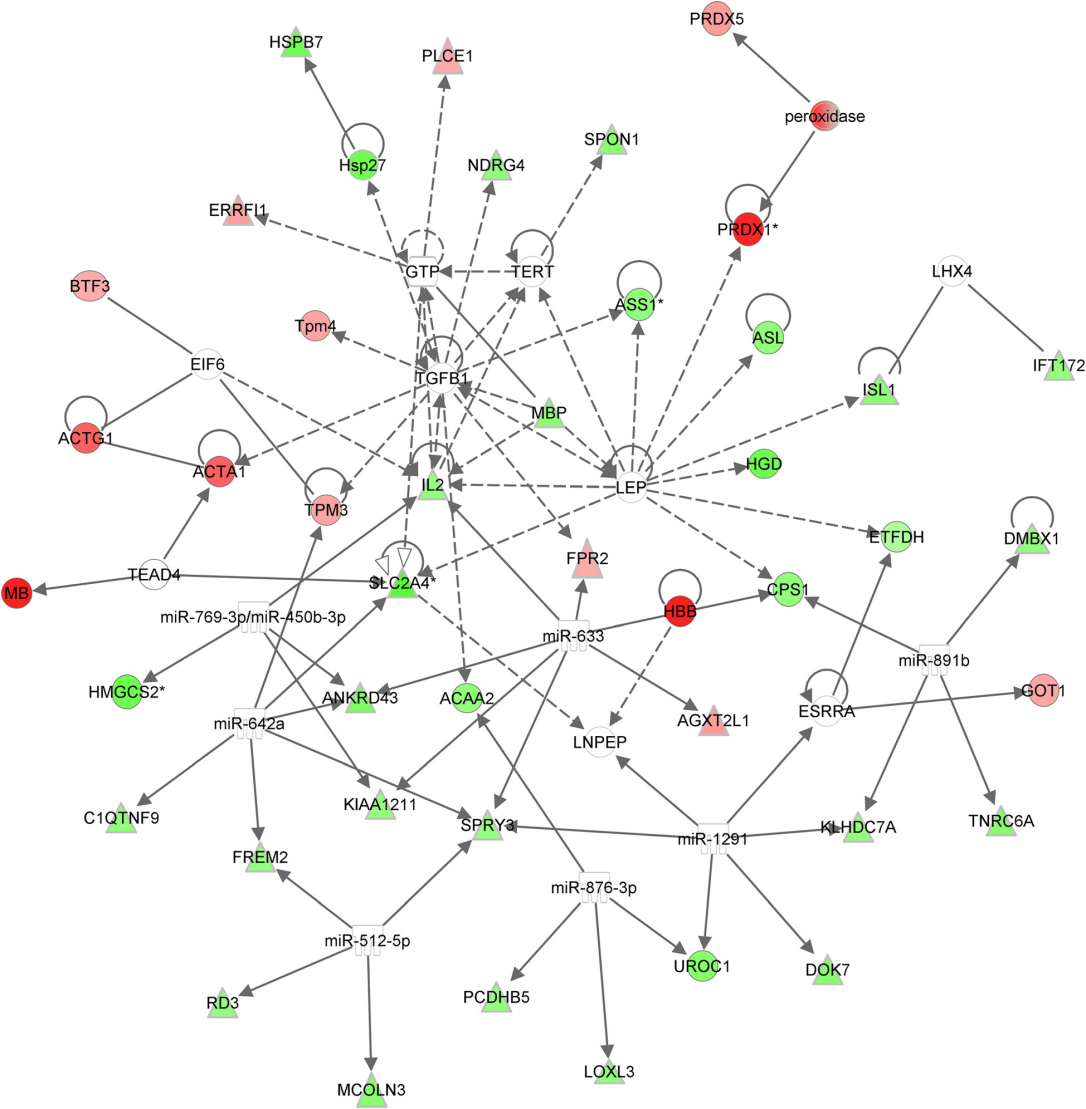
**The effects of adequate selenium and folate post-weaning on differentially expressed genes and proteins in the liver of female mice exposed to high-fat diets with low selenium and folate during gestation and lactation.** A network of genes (Δ) and proteins (Ο) was generated using Ingenuity Pathways Analysis software. All genes and proteins differentially expressed in the liver in response to altered selenium and folate levels were included, and the IPA knowledge base developed links between these based on direct interactions previously reported in the literature. Genes and gene products with higher expression in the deficient animals are shown in red, those with lower expression in green. This approach was used to identify whether any genes or proteins showed direct interactions with a large number of other genes or proteins, and may therefore be of particular importance in mediating the effects of altered dietary selenium and folate.

**Figure 3:**
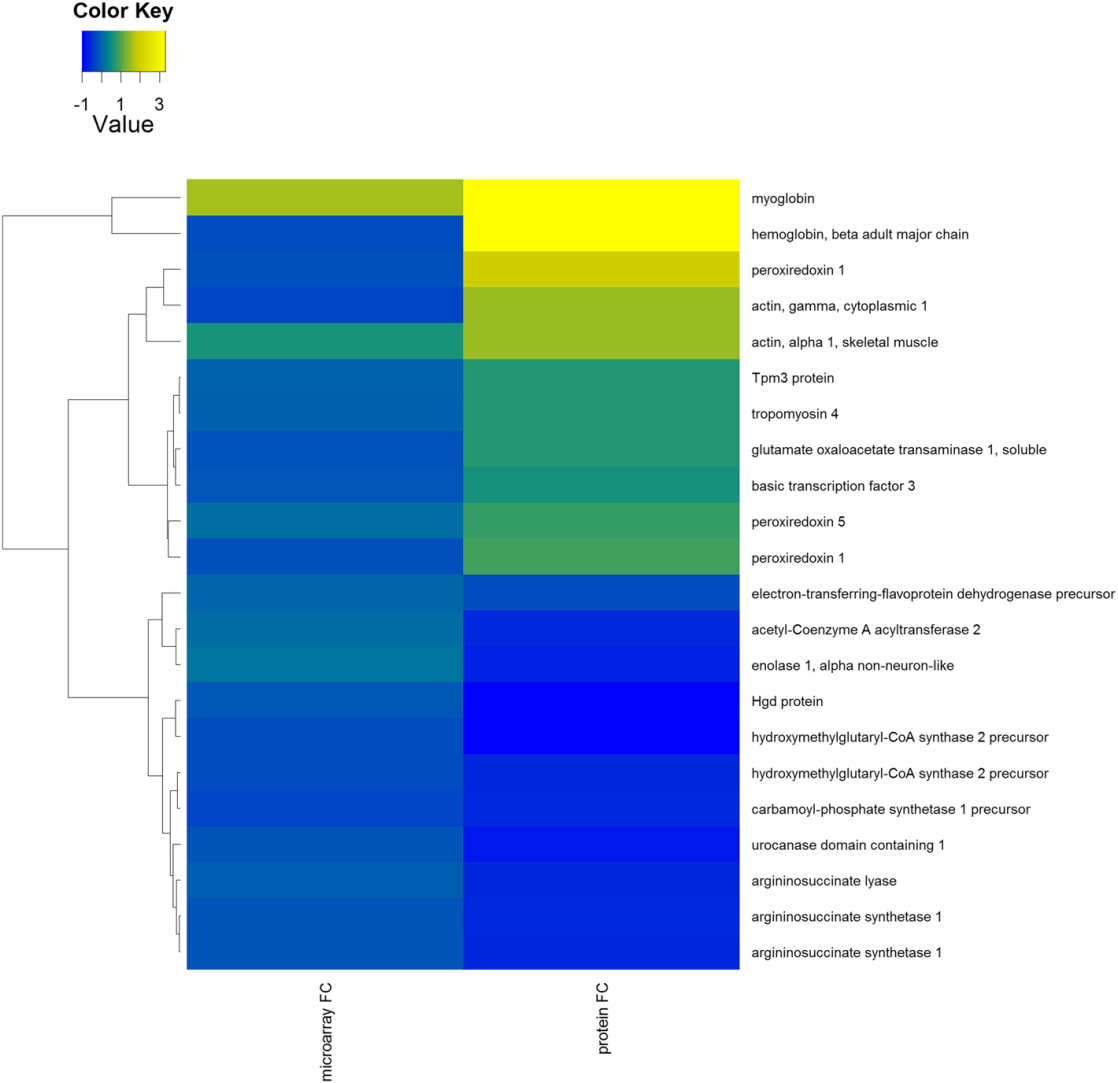
**Comparison of gene and protein data using unsupervised hierarchical clustering in the liver.** Comparison of gene (“microarray FC”) and corresponding protein (protein FC) expression levels in liver tissue of mice receiving adequate levels of folate and selenium post-weaning with expression levels in liver of mice with low dietary selenium and folate. Yellow (fold change >1) indicates greater expression in HF-Low-Suf mice, blue (fold change < 1) indicates greater expression in HF-Low-Low mice. Proteins and genes were non-hierarchically clustered according to similarity in fold change. Multiple instances of genes/protein names indicate multiple microarray probes/protein spots. Data for all gene expression changes are shown in Additional file 1: Table S1 and Additional file 2: Table S2, and for protein changes in Figure 1.

### Global DNA methylation and histone modifications

There were no significant differences in the global levels of histone H3 acetylation (H3K9ac; P = 0.808) or methylation (H3K9me2; p = 0.788) detected in liver, while there was insufficient material available to accurately measure either of these changes in colon (Table 3).

**Table 3:** The effects of adequate levels of selenium and folate post-weaning life on histone H3 modifications (acetylation or methylation of lys9 residue, mean peak intensity) in the liver of mice fed high-fat diets

**Tissue**	**HF-low-low**	**HF-low-suf**		
	**n = 6**	**n = 6**	**SE**	**P-value**
H3K9ac	100.0	109.1	0.15	0.808
H3K9me2	100.0	109.1	0.14	0.788

Note that colon was not studied as insufficient protein was obtained from these tissues to perform the analysis.

### Gene-specific methylation of *Slc2a4*

The expression of the *Slc2a4* gene in liver was significantly down-regulated in supplemented mice; microarray data showed consistent decreased *Slc2a4* mRNA abundance due to adequate selenium and folate supplementation, with 8 separate probes for this gene on the array showing a >2 |fold-change| (range −2.10 to −2.39). In addition, methylation of sites in the promoter region of *Slc2a4* gene has been associated with transcriptional control of this gene [25,26]. This gene was therefore chosen to investigate gene-specific methylation. 

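The array carried 1 probe sequence for Slc2a4, printed on 10 spots, which lies on chromosome 11 of build mm7 from 70024145 to 70024204 on the minus strand. In Cy3 it was well above background on 5 of 6 HF-low-low and 6 of 6 HF-low-suf liver arrays. Averaged over its spots, the log2 ratio was -3.18 ± 0.75 (SD, n = 6 mice) in HF-low-low and -1.92 ± 1.08 (SD, n = 6) in HF-low-suf livers. The mRNA abundance of Slc2a4 was thus higher in HF-low-suf livers, by a log2 fold change of 1.26 (standard error 0.46, unadjusted P of 0.0162 and adjusted P of 0.9999 in limma). The two-sided exact permutation test of the 12 mice gave a P of 0.0368. Tested spot by spot, the fold change was between 1.99 and 2.78, with 9 of the 10 spots above a fold change of 2 and 2 past the threshold of P and fold change. The unadjusted P and fold change passed the threshold without HF-low-suf replicate 6 (1.51) and without HF-low-low replicate 6 (1.47). With median centring the difference was 1.37 at a P of 0.00324 in limma, past the threshold. With all 24 arrays in one fit the same difference of 1.26 passed it at an unadjusted P of 0.00184. That fit takes 1 spread over both tissues, without the mouse as a block. In the colon the SD of Slc2a4 was 0.31 in HF-low-low and 0.26 in HF-low-suf mice, below its SDs in the liver. The smaller P of that fit is therefore no further support for a difference in the liver. With each mouse left out in turn, the log2 fold change was between 0.90 and 1.51, and it was lowest without HF-low-suf replicate 2. Over the 12 livers Slc2a4 rose and fell with a list of adipose transcripts, and its relation to a list of skeletal muscle transcripts was not shown without the 2 livers farthest from the median of that list. Without HF-low-suf replicates 1 and 2, which had the highest mean of the adipose and of the skeletal muscle list, respectively, the log2 fold change was 0.65 (P of 0.104 in limma). In the colon the log2 fold change of Slc2a4 was -0.35 (standard error 0.17).

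**Figure D1:**
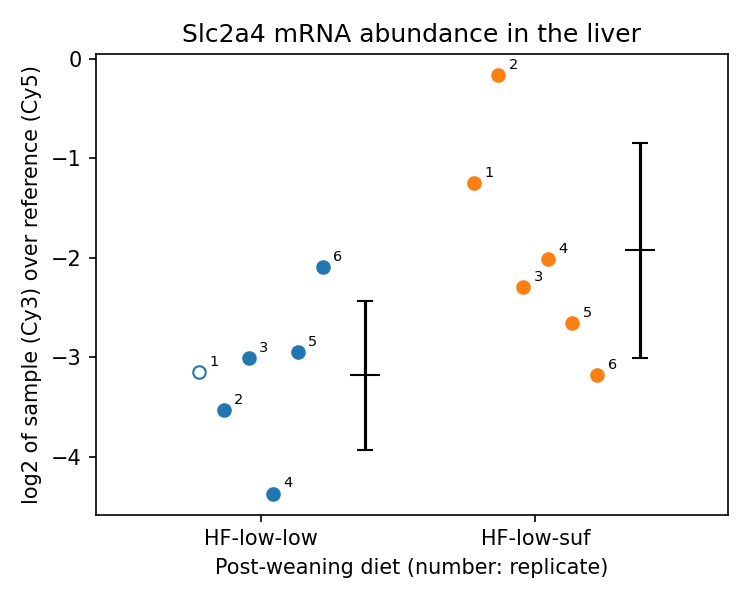
Log2 ratio of the sample (Cy3) to the reference (Cy5) for Slc2a4 in the liver of each mouse on the HF-low-low and HF-low-suf diets. Points are mice with their replicate number, the open point was not well above background, and bars are the mean ± SD of 6 mice. The HF-low-suf mice lie between -3.18 and -0.16 and the HF-low-low mice between -4.37 and -2.09.

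From the fold changes of its probes, the paper concludes that the supplemented diet down-regulated Slc2a4 in the liver.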

Data were generated by Sequenom analysis for 6 individual CpG sites (1, 4, 6, 9, 16 and 17) and two CpG clusters (12-13-14-15, and 22–23) within the first amplicon (pp_27), and 6 individual CpG sites (1, 2, 3, 5, 6 and 9) within the second amplicon (pp_46). There were no significant differences with respect to the percentage methylation of any of these CpG sites due to selenium and folate supplementation post-weaning in mice fed high-fat diets (Figure 4), and there was also no effect on the overall pattern of methylation.

**Figure 4:**
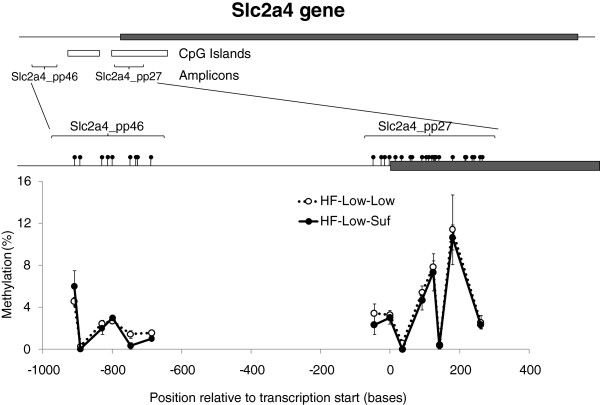
**Methylation of CpG sites at, and upstream of, the transcription start site of the *Slc2a4 *gene.** The promoter region and transcription start site of the *Slc2a4* gene were targeted to establish if differential DNA methylation was occurring at specific CpG sites within these regions. The upper panel represents the position of CpG islands, target amplicons, and CpG sites within the target region, while the graph represents mean ± SEM for the percentage methylation at each site, as measured using Sequenom EpiTYPER. No significant differences were observed as a result of selenium and folate supplementation for any of the CpG sites measured.

## Discussion

The study reported here shows that post-weaning supplementation with adequate levels of selenium and folate (following maternal consumption of a high-fat diet low in selenium and folate during gestation and lactation) altered metabolism-related pathways in both liver and colon. In colon, differential expression of genes was observed in DNA metabolic processes, with no changes observed in protein expression. In the liver, differential expression of both genes and proteins was observed (although not necessarily concomitant), and a reduction of total DNA methylation was also seen.

### Gene and protein expression

Analysis of the effect of post-weaning supplementation of adequate levels of selenium and folate on liver protein expression identified differential expression of proteins involved in oxidative stress response, metabolism, and cytoskeletal assembly. The changes in oxidative stress response are likely to be due to the antioxidant role of selenium being enhanced due to supplementation. Changes in expression levels of genes and their corresponding proteins were not highly correlated. This is not surprising, as the use of direct gene/protein correlation measures is unlikely to reflect the actual correspondence between the expression of a gene and its protein, which is complicated due to post-transcriptional and translational regulation [27]. Nevertheless, in this study both protein and/or gene expression patterns were altered in metabolism-related pathways (e.g., cellular process, cellular component organization, organelle organization, and DNA metabolic process pathways, multicellular organismal process, developmental process, and multicellular organismal development) indicating a potentially important developmental role for post-weaning supplementation of selenium and folate.

One gene which showed common differential expression of both transcript and protein was myoglobin, which had higher expression levels in offspring which had received the adequate diets. This is consistent with studies showing that administration of folic acid can enhance porphyrin production [28]. 

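The probe of Mb, on chromosome 15 of build mm7 from 77098591 to 77098650, was well above background on all 12 liver arrays. Its log2 ratio was -2.59 ± 0.24 (SD, n = 6 mice) in HF-low-low and -1.93 ± 1.36 (SD, n = 6) in HF-low-suf livers. The unadjusted P of this difference in limma was 0.200, and the two-sided exact permutation test of the mice gave 0.290. The difference did not exceed the spread between HF-low-suf mice. HF-low-suf replicate 2 had a log2 ratio of 0.73, and the other 5 HF-low-suf livers lay between -2.89 and -1.78. Without that liver the log2 fold change was 0.12, and with each other mouse left out in turn it was between 0.58 and 0.84. Mb was not among the probes of Table S2.

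**Figure D2:**
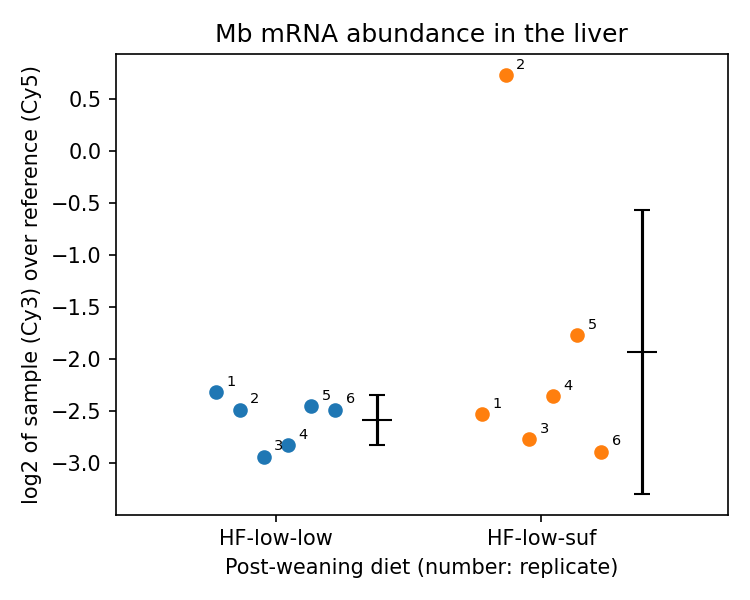
Log2 ratio of the sample (Cy3) to the reference (Cy5) for Mb in the liver of each mouse on the HF-low-low and HF-low-suf diets. Points are mice with their replicate number and bars are the mean ± SD of 6 mice. HF-low-suf replicate 2, at 0.73, lies above the other 11 livers.

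The paper relates the higher expression of myoglobin to studies in which folic acid raised porphyrin production.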

The haeme porphyrin ring is an essential component of both myoglobin and haemoglobin, and because folate functions as a carbon carrier in the formation of haeme [29], folate supplementation may result in increased availability of haeme. This may be one mechanism explaining the observed large increase in myoglobin gene and protein expression, and in haemoglobin protein expression, in the current study.

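The 69 colon and 45 liver probes past the threshold shared 0 gene names. A test of the difference between the tissues, in limma over all 24 arrays with the mouse as a random block, gave an unadjusted P below 0.01 for 671 of 41174 probes and below 0.05 for 2630. After Benjamini-Hochberg adjustment 0 probes passed 0.05, and the smallest adjusted P was 0.308. The estimated correlation between the colon and the liver of one mouse in this fit was 0.158. One gene was past the threshold in both tissues under each of 3 alternatives, which were plain background subtraction (6820429M01), the signals processed by Feature Extraction (Cbln3) and tests of each spot on its own (Isl1). These 3 genes were named after their values were seen.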

There were no genes that showed altered expression in both liver and colon. It is known that selenium supplementation effects selenoprotein activity differently in different tissues [30]. Furthermore, while liver is the main tissue of folate storage and metabolism [31], supplementation with methyl donors including folic acid has been shown to affect gene expression and DNA methylation in colon tissue in a mouse model of colitis [32], suggesting that colon may be an important target tissue for folate supplementation. It has also been shown that the effects of folate supplementation can differ depending on age and tissue [33]. It is therefore not surprising that there was no overlap between the pattern of gene and protein expression in these tissues in the current study, particularly given the relatively small number of genes and proteins that were differentially expressed in response to different levels of selenium and folate.

### DNA methylation

We observed a small (approximately 10%) but significant decrease of global DNA methylation in the liver of offspring fed selenium and folate supplemented. Other studies have shown varying effects of selenium and folate supplementation on global DNA methylation. For example, selenium deficiency decreased global DNA methylation in the colon, with no effect in liver, in Fischer-344 rats fed a deficient diet from weaning; in the same study, folate had no effect on global DNA methylation [34]. In contrast, and in agreement with our data, adequate (0.15 mg/kg diet) and supra-nutritional (4 mg/kg diet) selenium supplementation decreased total DNA methylation levels in the liver of rats maintained on standard diets (AIN-93 G), compared to deficient diets [35]. This study involved feeding a standard diet, whereas our study had a high-fat diet, thus the same effect of supplementation on total DNA methylation has been observed within the context of two different diets.

A reduction in overall levels of DNA methylation in the liver may indicate increased transcriptional activity, because methylation is usually inversely correlated with the transcriptional status of genes [36]. Although an overall reduction in liver DNA methylation was observed in mice supplemented with selenium and folate in the current study, genes differentially expressed in the liver largely showed reduced expression in response to supplementation. It has recently been observed that the epigenetic effects of folate on DNA methylation are highly complex, with factors such as gene and site specificity, cell type, target organ, degree and duration of folate manipulations, and interactions with other methyl group donors and dietary factors all potentially influencing the effects [37]. It is therefore perhaps not surprising that there is not a simple link between increased dietary folate and the degree of methylation, nor between methylation and gene expression. Results from our study may also be complicated by potential interactions between folate and selenium. Furthermore, a recently reported human population study found no positive associations between intake of methyl donor nutrients during pregnancy and overall DNA methylation in offspring [38].

Folate depletion has been associated with gene-specific changes in DNA methylation, for example of the *p53*[39] and *Slc394a*[40] genes. Information on concurrent selenium and folate supplementation is less widely available. In the current study, we observed decreased expression of the *Slc2a4* gene (which encodes the glucose transporter GLUT4) in offspring of the adequate selenium/folate group. It has been observed that combining selenium with insulin was able to restore, among other things, disturbances in GLUT4 levels in cardiac muscle in diabetic rats. Furthermore, methylation of sites in the promoter region of *Slc2a4* gene has been associated with transcriptional control of this gene [25,26]. In this study, however, we found no association between changes in *Slc2a4* expression and altered methylation in the promoter region. The site of methylation may be an important factor in the regulation of gene expression, with methylation of CpG sites in the promoter region closest to the transcription start site having more influence on gene expression than those further from this region due to the effects of methylation on transcription factor binding [41]. Several studies have also shown that CpG methylation within introns is associated with changes in gene expression [42-44]. It is therefore possible that CpG sites within the *Slc2a4* gene that were not analysed in the current study were differentially methylated, and thereby influenced its levels of expression. It is also plausible that the overall reduction in methylation observed in this study may have occurred in non-coding regions of the genome, or that a ‘redistribution’ of methyl marks may have occurred in response to altered dietary folate/selenium. A more comprehensive analysis of methylation, both across the *Slc2a4* gene and at a genome-wide level, would be required to further clarify these points.

It is also important to note that CpG methylation is only one possible factor by which gene expression may be regulated [41]. For example, modifications of chromatin structure, including acetylated histone H3, acetylated histone H4 and di-methylated histone H3 at lysine 4, within the promoter region have been shown to regulate expression of the *Slc2a4* gene [45]. Additional studies would be required to clarify any role of these modifications in the observed change in expression of this gene.

### Histone modifications

Previous research has shown that in addition to causing promoter DNA demethylation, selenium (in the form of selenite) can decrease histone deacetylase activity, increase levels of acetylated lysine 9 on histone H3 (H3-Lys 9), and (as a result of the increased acetylation) decrease levels of methylated H3-Lys 9 in prostate cancer cell lines [46]. Supplementation with the methyl group donors folate (2 mg/kg), methionine (0.4%), and choline bitartrate (0.3%) has been shown to affect histone modifications (decreasing histone H3K9me3 levels) when compared with mice fed a diet with low folate, and lacking choline and methionine [47]. Furthermore, studies of a choline and methyl-deficient C57BL/6 mouse prostate cancer model suggest that chromatin modifications are more susceptible to methyl-deficient diets than DNA methylation at certain loci [48].

The current study is the first to our knowledge that has attempted to investigate the effects of a combination of selenium and folate on histone modifications. We showed adequate selenium and folate post-weaning did not affect global histone modifications in the liver of mice fed high-fat diets. There could be a number of reasons for this. Previous studies have used diets deficient in other methyl donors such as choline and methionine. This suggests that folate deficiency, even in the presence of a selenium deficiency, may not be sufficient to trigger global histone changes in the tissues studied. In addition, it may be that there are modifications occurring at histone sites associated with specific genes, and the global approach we have applied was not sufficiently sensitive to evaluate such changes. Future studies including measurement of gene-specific histone modifications using, for example, chromatin immunoprecipitation (ChIP) experiments would help to clarify this point.

## Conclusions

The data described here show that in addition to changes in gene and protein expression in metabolic and oxidative pathways, altering dietary levels of selenium and folate post-weaning can alter global DNA methylation. Because epigenetic mechanisms such as DNA methylation may have a role in disease processes, modulation of these by micronutrient supplementation may play a role in preventing or ameliorating negative health outcomes from inadequate nutrition. Further research is required to establish if epigenetic mechanisms are mediating the specific changes observed in gene and protein expression, and if so which are the precise mechanisms involved. In addition, further studies are required to establish whether there are any confounding effects due to combining selenium and folate, or to establish whether there is any interaction between these two compounds.

Finally, it has been suggested that a five week dietary ‘run-in’ period is required to systemically reduce folate levels in mice [49], and data from rats suggest that at least 4 weeks may be required to deplete selenium [50]. While liver selenium content of the HF-low-low animals was less than that of the HF-low-suf animals in our study, it was not as low as has been observed in other studies which used a similar level of dietary selenium but had a longer feeding period [51]. While we do not have data on liver or colon folate levels, or colon selenium levels, of the mice in our study due to insufficient sample being available, it seems possible that these levels would not have been significantly reduced until early lactation due to our relatively short run-in period. Future studies could include a minimum five week run-in period, as well as measurement of selenium and folate [52] levels in red blood cells, colon and liver, to confirm that significant depletion had occurred and to more clearly link this depletion with the outcome measures of the study.

## Methods

### Animals & diets

All procedures involving animals were approved by the Grasslands Animal Ethics Committee under the New Zealand Animal Welfare Act 1999.

A pelleted “Western” diet [53,54] (D12079B; Research Diets, New Brunswick, NJ 08901, USA) containing 40%, 42% and 17% kcal from fat, carbohydrate and protein, respectively (Additional file 4: Table S3) was modified to contain either 0.4 mg/kg folate and 0.1 mg/kg selenium (high-fat, low selenium and folate; HF-low) or 1.8 mg/kg folate and 0.60 mg/kg selenium (high-fat, adequate selenium and folate; HF-suf). Analysis of the diets after manufacture confirmed that these were the actual levels of selenium and folate. These levels of folate and selenium are commonly used for supplementation in mouse and rat diets [34,55,56] and are also in accordance with National Research Council guidelines for Laboratory Animals. Additional ethoxyquin was included in both diets to prevent rancidity (Additional file 4: Table S3).

Thirty five female wild type C57BL-6 mice (Animal Resource Centre, Western Australia) were fed a HF-Low diet for 7 days prior to mating with male C57BL-6 mice (Ruakura Small Animal Facility, Hamilton, New Zealand). An important epigenetic period is oocyte maturation, which in the mouse is 3.5 days prior to fertilisation [57]. The experimental diet was therefore introduced prior to the phase of oestrus during which pregnancy occurs, i.e., a minimum of 4 days prior to mating [58]. Once pregnancy was confirmed via the presence of a vaginal plug, males were removed from the mating cages. The breeding dams were maintained on the HF-low diets during mating, gestation and lactation. Offspring remained with their dams until weaning (*c*. 28 days of age). At weaning, female offspring were randomly allocated to either the HF-low diet (n = 6; HF-low/low) or switched to the HF-Suf diet (n = 6; HF-low/suf) until 12 weeks of age. Mice were offered 20 g of food pellets twice weekly and had *ad libitum* access to water. Food intake (estimated by collecting and weighing uneaten food) and bodyweight were determined twice weekly. General health score was determined daily.

The mice were euthanised at 12 weeks of age via CO_2_ asphyxiation and cervical dislocation. Prior to tissue collection, mice were fasted and re-fed to minimise variation in food intake immediately before sampling [59]. Colon tissue and liver were excised, washed in cold saline and stored in tubes containing 1 mL of RNA later, then stored at 4°C overnight. The RNA later was removed and the tissues snap-frozen in liquid nitrogen and stored at −85°C until analysis.

### RNA and DNA isolation

Genomic DNA, total RNA and protein from whole colon and liver tissue was extracted using an AllPrep® DNA/RNA/Protein mini kit (Qiagen, Cat number 80004). DNA was quantified using a NanoDrop ND1000 (Thermo Fisher Scientific) and stored at −20°C until required for further analyses. Quality of the genomic DNA for subsequent analyses was determined by agarose gel electrophoresis. Total RNA was quantified using a NanoDrop ND1000 and RNA quality was determined using an Agilent 2100 Bioanalyser (Agilent Technologies, Palo Alto, CA, USA) to measure the RNA integrity number (RIN). RNA was stored at −85°C until required for microarray analysis.

### Microarray hybridization and analysis

Microarray hybridization has been described in detail elsewhere [60]. Briefly, a reference design was used for microarray hybridization: intestinal and liver RNA extracts from all mice were pooled in an equimolar proportion and used as the reference sample. Cy3-labelled sample cRNA (0.75 μg) and Cy5-labelled reference cRNA (0.75 μg) was prepared using an *in situ* hybridization kit-plus (Agilent Technologies Inc., Palo Alto, California, USA) and hybridised to Agilent Technologies Mouse G4122F – 4x44k 60mer oligonucleotide arrays, as previously described [61]. Slides were scanned using an Agilent scanner after an automatic gain and calibration prior to each scan. Spot identification and quantification were performed using Agilent Feature Extraction software version 9.5. Microarray fluorescence signals were normalized using a global loess algorithm in R2.14.1 with the Linear Models for Microarray Data (limma) package [62]. Differentially expressed genes were determined using an Empirical Bayes modified t-statistic from a linear model of microarray analysis. Genes with a greater than 1.5 fold change and a P value less than 0.01 were considered to be differentially expressed. Significantly over-represented Gene Ontology biological processes among differentially expressed genes were determined using the GOStats package in R 2.14.1 [63]. The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus [64] and are accessible through GEO Series accession number GSE43038 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc = GSE43038).

### Protein expression profiles and analysis

Sample preparation, 2D-gel electrophoresis, LC-MS peptide analysis and database searching were all performed as previously described [65]. Briefly, duplicate technical replicates of pooled aliquots of protein (50 μg per treatment, representing protein pooled from the 6 mice per treatment group used for microarray analysis) were labeled with 200 pmol CyDyes (GE Healthcare) as per manufacturer’s instructions. In all cases, HF-low-low mice were labeled with Cy2 and HF-low-suf samples were labeled with Cy5. Each control and test pair was mixed to give 100 μg of protein and run on the same first dimension strip, which (along with equilibration, second dimension, scanning, and staining) was performed as previously described [65]. Spot detection, warping, and statistical analysis were performed using Delta2D 4.2 software from Decodon (Greifswald, Germany). For accurate spot detection, settings were chosen according to manufacturer’s instructions (Decodon). Gel images were first warped using a combination of the ‘exact’ warping setting with additional manual vector adjustment. A fusion gel image was created using the ‘union’ mode (a weighted mean across the gel series). Spot detection on the fusion gel was performed automatically by the software, and manual editing was used to create the end product, spot boundaries from which were then transferred to all gels in the series. Normalised values following background subtraction were calculated by the software and a ratio of normalised volumes to that of the parent gel was used for quantitative analysis of protein expression level.

Differentially expressed proteins were only flagged as significant where the fold abundance was greater than 2, and the *t*-test value was greater than 95%. Digestion of the differentially expressed proteins for subsequent identification was carried out as previously described [65].

Tryptic peptides were separated and analyzed using an Ettan multidimensional liquid chromatography system (GE Healthcare) coupled to an LTQ linear ion trap mass spectrometer with a nano-spray ionization interface (ThermoQuest, Finnigan, San Jose, CA, USA) [66]. MS/MS data were analyzed using TurboSEQUEST protein identification software [67,68] and spectra were searched against the National Center for Biotechnology Information (NCBI) *Mus musculus* database. All matched peptides were confirmed by visual examination of the spectra.

### Functional analysis of proteins

Functional classification of proteins was based on GeneOntology using the Mouse Genome Informatics (MGI) database (http://www.informatics.jax.org/), the Kyoto Encyclopedia of Genes and Genomes (KEGG) encyclopedia (http://www.genome.jp/kegg/genes.html), and Ingenuity Pathways Analysis (IPA) (Ingenuity Systems, http://www.ingenuity.com/), as previously described [66].

### Global DNA methylation and histone modifications

Genomic DNA extracted from the colon and liver tissues was used to determine global DNA methylation using high performance liquid chromatography (HPLC) as described previously [69]. Briefly, 50 μg genomic DNA was treated with RNase enzymes to remove contaminating RNA, then enzymatically hydrolysed to mononucleotides. The samples were run on the HPLC and detected at an absorbance of 280 nm. The relative amounts of methylated and unmethylated cytosine were determined using the area under the peak for each nucleotide.

In order to assess the effects of adequate levels of selenium and folate supplementation on histone modifications profiles in the liver previously reported methods [70,71] were modified in order to significantly increase the concentration of nuclear proteins by combining both the nuclear pellet and supernatant. 50 mg of frozen tissue was homogenised in 0.5 ml of ice-cold low salt extraction buffer (10 mM HEPES (pH 7.9), 10 mM KCl, 1.5 mM MgCl_2,_ 1 mM DTT, 5 mM sodium butyrate, 20 mM NaF and a complete protease inhibitor cocktail (Roche)) and incubated on ice for 15 min. Igepal was added to a final concentration of 0.1% and incubated for a further 20 min on ice. Pellets remaining after centrifugation (17 500 × *g*, 5 min, 4°C) were washed four times with low salt extraction buffer then resuspended in 150 μl of ice-cold high salt extraction buffer (920 mM HEPES (pH 7.9), 420 mM NaCl, 1.5 mM MgCl_2,_ 0.2 mM EDTA, 5 mM sodium butyrate, 1 mM DTT, 20 mM NaF and a complete protease inhibitor cocktail). Samples were incubated on ice for 30 min using a rocking platform and centrifuged at 17 500 × *g*, 4°C for 15 min. The supernatant was collected and stored on ice while the pellet was resuspended in a minimal volume of precipitation buffer (50 mM Tris–HCl (pH 7.6), 10 mM NaCl, 2 mM EDTA, 1 mM PMSF, 10 μg/ml aprotinin, 1% Igepal, 5 mM sodium butyrate and DNAse to a final concentration of 5 μg/mL), incubated for 30 minutes at room temperature to degrade genomic DNA, and centrifuged (17 500 × *g*, 4°C, 1 min). This supernatant was added to the previous supernatant and stored at −80°C for further studies. Protein concentration was determined using the Thermo Scientific Pierce Coomassie (Bradford) Protein Assay Kit according to the manufacturer’s instructions (Thermofisher Scientific Inc., Rockford, Illinois, USA).

Western blot analysis was performed in triplicate on nuclear protein extracts (20 μg) isolated from liver using polyclonal anti-acetylated histone 3 (lys9 (H3K9ac); Cell Signaling Technology, Inc., Danvers, Massachusetts, USA), and polyclonal anti-dimethylated histone 3 (lys9 (H3K9me2); Cell Signaling) antibodies. Equal loading of samples was confirmed by staining with coomassie blue (Simply Blue™ Safestain, Invitrogen, Carlsbad, California, USA). Films were scanned and bands analysed using the ImageJ software to determine the average peak density. Statistical analysis of results was performed using a two tailed Student’s *t*-Test. Correlation analysis between values for the two types of histone modification was performed using the Spearman rho correlation coefficient.

### Gene specific DNA methylation

Microarray data showed consistent increased *Slc22a4* mRNA abundance due to selenium and folate supplementation, with 8 separate probes for this gene on the array showing a >2-fold down-regulation (range −2.10 to −2.39) therefore this gene was chosen to investigate the effects of post-weaning selenium and folate supplement on gene-specific DNA methylation in mice fed high-fat diets.

Genomic DNA was purified from liver tissue using the AllPrep® DNA/RNA/Protein mini kit as described above. Quantitative analysis of DNA methylation of *Slc22a4* was performed using the Sequenom MassARRAY Compact System (http://www.sequenom.com/). Briefly, this involves the gene-specific amplification of bisulfite-treated DNA, followed by *in vitro* transcription and analysis by matrix-assisted laser desorption ionization time-of-flight (MALDI-TOF) mass spectrometry [72]. 1 μg of DNA was bisulfite-converted using an EZ DNA Methylation kit (Zymo Research, Irvine, California, USA). Sequenom EpiDesigner software was used to design PCR primers specific for bisulfite-converted DNA. Each reverse primer contained a T7-promoter tag for *in vitro* transcription (5^′^-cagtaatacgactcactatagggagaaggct-3^′^), and the forward primer was tagged with a 10mer to balance Tm (5^′^-aggaagagag-3^′^). Two sets of primer pairs were designed, generating two amplicons: one of 374 bases (referred to as “pp_27”) encompassing the transcription start site of the *Slc22a4* gene and including part of a CpG island within that region, and a second of 323 bases (“pp_46”) 976 base pairs upstream of the transcription start site and immediately upstream of a CpG island in that region. Details of the primer pairs are shown in Table 4, and their positions relative to the *Slc22a4* transcription start site are shown in Figure 4.

**Table 4:** Primers for sequenom analysis of CpG methylation of the Slc2a4 promoter region

**Amplicon ID**	**mus_Slc2a4_pp27**	**mus_Slc2a4_pp46**
**Genomic co-ordinates**	chr11:69761390-69761763	chr11:69762346-69762668
**Strand**	–	–
**Length**	374	323
**Sequence**	CCTGGCCAATGGGTGTT	
	GTGAAGGGCGTGTCCTA	GGGAAGGGTTAATAGAA
	TGGCGGGGCGGGAGTGG	GAGAGCCACCCCAGAA
	GGAGGTGGCTTCAGCTCT	GTTAGCTACCCTGGTGC
	CCGCATCTTTCCCCCTCA	AATCCACTAAGGTTCCT
	AGCGGGTCTCACTAGAT	CGCTCTCCCTCTAGGTG
	CCCGGAGAGCCTTGGTG	GCGCCAGAAGCCTTGC
	CTCTCCGGTTCCGTGGGT	ACTTCTCTTGGGCCTTTT
	TGTGGCAGTGAGTCCCAC	TCTGAATTGAGCTCTCTC
	CAGACCCGCCCTTTGCAC	TCCACATTCTTCGCCAGC
	ACGGCTTCCGAACGCCGG	TCTCTCCCTGGACGTGCTT
	GGTCTCGTGCCGGCCAG	AGGTCGTGCCCTCTCAGCT
	GCCCGGACCCTATACCC	GTAGACCCAAAACAGTAG
	TATTCATTTTTTTCTTAT	CTGACTCTGGAAAGCTTGT
	TGCAGCGCCTGAGTCTT	CGCCCACGCGGCCAGCACA
	TTCTTCTTTTAAAACAAG	TGCCTGGAGGCTCAGGGA
	ATGCCGTCGGGTTTCCAG	CTTCAGGGAGGGTGGTGT
	CAGATCGGCTCTGACGTAA	GACTGGCGTGAGCACCTG
	GGTTCAGCATACCGGGGC	TCCCTTGGGTCCCCTCCAAGA
	GAATTGGGAAATCTGGTC	
	CAGTTTTTCTTGGGCTGAGTT	
**Left primer length**	23	27
**Left primer sequence**	aggaagagagTTTGGTTAAT	aggaagagagGGGAAGGGTTA
	GGGTGTTGTGAAG	ATAGAAGAGAGTTATT
**Right primer length**	25	25
**Right primer sequence**	cagtaatacgactcactatagggagaag	cagtaatacgactcactatagggagaagg
	gctAACTCAACCCAAAAAA	ctTCTTAAAAAAAACCCAA
	AACTAAACC	AAAACAAA

Bisulfite-treated DNA was PCR amplified (Qiagen HotStar Taq Polymerase; Bio-Strategy Ltd, Auckland, NZ) and treated with Shrimp Alkaline Phosphatase (Sequenom, Queensland, Australia), heat inactivated, and a simultaneous *in vitro* transcription/uracil-cleavage reaction was carried out. Transcription cleavage products were desalted and spotted on a 384-pad SpectroCHIP (Sequenom) using a MassARRAY nanodispenser (Samsung). Mass spectra were acquired using a MassARRAY MALDI-TOF MS (Bruker-Sequenom) and peak detection, signal-to-noise calculations and quantitative CpG site methylation analysis were performed using proprietary EpiTyper software v1.0.5 (Sequenom). For fragments containing a single CpG site, DNA methylation state was calculated by the ratio of methylated to un-methylated fragments. For cleavage products containing multiple CpG sites the average methylation status of the fragment is reported.

### Analysis of liver selenium

Liver selenium content was measured using HNO_3_/HClO_4_ digestion, followed by hydride generation atomic absorption spectroscopy. Analysis was performed by Eurofins New Zealand (Ruakura Research Centre, Hamilton, New Zealand; http://www.eurofins.co.nz/).

### Statistical analysis

Food intake and bodyweight data were analysed using the Residual Maximum Likelihood (REML) method with a Repeated Measurements Model fitted (GenStat Release 12.2). Global DNA methylation data and liver selenium data were compared using analysis of variance (ANOVA; GenStat Version 9). Gene-specific methylation data was analysed using REML (GenStat Release 14.1). Additional statistical analyses were performed as described for the specific method in question. All data relate to n = 6 mice per treatment. This is because data from our previous studies [73,74] have demonstrated that microarray analysis of RNA obtained from either 5 or 6 individual mice per treatment is sufficient to robustly identify differentially expressed transcripts. We therefore used RNA from 6 animals in each treatment group for microarray analysis in the current study, and used data derived from these mice for all other analyses.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

ENB conducted the research. Laboratory and/or data analysis was conducted by: SAB (histone modifications), ENB and WY (gene expression profiles), JMC, DTB, WAL (protein expression profiles), gene-specific DNA methylation (MPGB) ENB, MPGB, WCM and NCR designed the study. ENB, SB, MPGB, JMC, NCR and WY contributed to the writing of this paper. All authors read and approved the final manuscript.

## Authors’ information

Emma N Bermingham, Shalome A Bassett, Wayne Young, Nicole C Roy, Warren C McNabb, Janine M Cooney, Di T Brewster, William A Laing and Matthew PG Barnett: Nutrigenomics, New Zealand (http://www.nutrigenomics.org.nz/).

## Pre-publication history

The pre-publication history for this paper can be accessed here:

http://www.biomedcentral.com/1755-8794/6/7/prepub

## Supplementary Material

Additional file 1: Table S1 Differentially expressed genes in the colon of mice supplemented with adequate levels of selenium and folate post-weaning (n = 6 per treatment). A positive fold change indicates that supplementation increased the expression of the gene. Click here for file

Additional file 2: Table S2 Differentially expressed genes in the liver of mice supplemented with adequate levels of selenium and folate post-weaning (n = 6 per treatment). A positive fold change indicates that supplementation increased the expression of the gene. Click here for file

Additional file 3: Figure S1 2D-DIGE gel representing differentially expressed proteins identified in the liver tissue of female C57 mouse fed a high-fat diet supplemented with adequate selenium and folate (HF-low-suf) born to mothers fed a high-fat diet without supplementation, compared to female offspring maintained on the un-supplemented diet (HF-low-low). Protein annotations are shown in Figure 1 of the main text. The approximate pI and molecular weight (MW) in kDa are given on the x and y axes, respectively. Click here for file

Additional file 4: Table S3 Composition of diets used to determine the effects of post-weaning supplementation with adequate levels of selenium and folate in mice fed high-fat diets. Click here for file

# Supplementary material for: Post-weaning selenium and folate supplementation affects gene and protein expression and global DNA methylation in mice fed high-fat diets
**Source:** BMC Med Genomics. 2013 Mar 5;6:7. doi: 10.1186/1755-8794-6-7
**Supplement:** Additional file 1: Table S1 — Differentially expressed genes in the colon of mice supplemented with adequate levels of selenium and folate post-weaning (n = 6 per treatment). A positive fold change indicates that supplementation increased the expression of the gene.

## Additional file 1. Differentially expressed genes in the colon of mice supplemented with adequate levels of selenium and folate post-weaning (n=6 per treatment). A positive fold change indicates that supplementation increased the expression of the gene.

| **Probe Name** | **Gene Name** | **Systematic Name** | **Description** | **log FC** | **Fold Change** | **P Value** |
| --- | --- | --- | --- | --- | --- | --- |
| A_51_P460391 | 2010016B13Rik | NM_183253 | Mus musculus RIKEN cDNA 2010016B13 gene (2010016B13Rik), mRNA [NM_183253] | -1.24 | 2.36 | 0.006 |
| A_52_P1187697 | AK039199 | AK039199 | Mus musculus adult male hypothalamus cDNA, RIKEN full-length enriched library, clone:A230106P21 product:unclassifiable, full insert sequence. [AK039199] | -0.59 | -1.51 | 0.009 |
| A_52_P843919 | AK086179 | AK086179 | Mus musculus 15 days embryo head cDNA, RIKEN full-length enriched library, clone:D930010N06 product:unclassifiable, full insert sequence. [AK086179] | -0.75 | -1.68 | 0.006 |
| A_51_P274274 | Arid4a | AK087354 | Mus musculus 0 day neonate lung cDNA, RIKEN full-length enriched library, clone:E030049C01 product:unclassifiable, full insert sequence. [AK087354] | -0.64 | -1.56 | 0.006 |
| A_52_P102413 | AW549877 | NM_145930 | Mus musculus expressed sequence AW549877 (AW549877), mRNA [NM_145930] | -0.62 | -1.54 | 0.009 |
| A_52_P502849 | BC108385 | BC108385 | Mus musculus cDNA clone MGC:118186 IMAGE:4989625, complete cds. [BC108385] | -0.59 | -1.51 | 0.010 |
| A_52_P115638 | Col4a3bp | NM_023420 | Mus musculus procollagen, type IV, alpha 3 (Goodpasture antigen) binding protein (Col4a3bp), mRNA [NM_023420] | -0.62 | -1.54 | 0.004 |
| A_51_P494446 | D4Ertd429e | NM_001025106 | Mus musculus DNA segment, Chr 4, ERATO Doi 429, expressed (D4Ertd429e), transcript variant 1, mRNA [NM_001025106] | -0.66 | -1.58 | 0.010 |
| A_52_P421918 | Hel308 | BC082601 | Mus musculus helicase, mus308-like (Drosophila), mRNA (cDNA clone MGC:105224 IMAGE:30662103), complete cds. [BC082601] | -0.65 | -1.57 | 0.008 |
| A_52_P498219 | Heph | NM_181273 | Mus musculus hephaestin (Heph), transcript variant 2, mRNA [NM_181273] | -0.61 | -1.53 | 0.001 |
| A_52_P374157 | Kbtbd8 | NM_001008785 | Mus musculus kelch repeat and BTB (POZ) domain containing 8 (Kbtbd8), mRNA [NM_001008785] | -0.63 | -1.55 | 0.009 |
| A_52_P290579 | Mef2a | NM_001033713 | Mus musculus myocyte enhancer factor 2A (Mef2a), mRNA [NM_001033713] | -0.71 | -1.64 | 0.001 |
| A_52_P140394 | Mtmr1 | NM_016985 | Mus musculus myotubularin related protein 1 (Mtmr1), mRNA [NM_016985] | -0.69 | -1.61 | 0.008 |
| A_52_P313656 | NAP123523-1 | NAP123523-1 | Unknown | -0.70 | -1.62 | 0.007 |
| A_52_P105537 | Nov | NM_010930 | Mus musculus nephroblastoma overexpressed gene (Nov), mRNA [NM_010930] | -0.78 | -1.72 | 0.005 |
| A_52_P8100 | Plscr3 | NM_023564 | Mus musculus phospholipid scramblase 3 (Plscr3), mRNA [NM_023564] | -0.65 | -1.57 | 0.007 |
| A_51_P189405 | Podxl2 | NM_176973 | Mus musculus podocalyxin-like 2 (Podxl2), mRNA [NM_176973] | -0.67 | -1.59 | 0.005 |
| A_51_P191393 | Pom121 | NM_148932 | Mus musculus nuclear pore membrane protein 121 (Pom121), mRNA [NM_148932] | -0.75 | -1.68 | 0.004 |
| A_52_P652950 | Rora | AK087905 | Mus musculus 2 days pregnant adult female ovary cDNA, RIKEN full-length enriched library, clone:E330039D10 product:unclassifiable, full insert sequence [AK087905] | -0.85 | -1.80 | 0.001 |
| A_52_P209748 | Shprh | AK037266 | Mus musculus 16 days neonate thymus cDNA, RIKEN full-length enriched library, clone:A130002D10 product:unclassifiable, full insert sequence. [AK037266] | -0.64 | -1.56 | 0.003 |
| A_51_P381584 | Stx6 | NM_021433 | Mus musculus syntaxin 6 (Stx6), mRNA [NM_021433] | -0.64 | -1.56 | 0.003 |
| A_51_P379905 | TC1494028 | TC1494028 | Q9Z263 (Q9Z263) Major sperm fibrous sheath protein Pro-mAKAP82, complete [TC1494028] | -0.62 | -1.54 | 0.008 |
| A_52_P415299 | Top2a | NM_011623 | Mus musculus topoisomerase (DNA) II alpha (Top2a), mRNA [NM_011623] | -0.80 | -1.74 | 0.006 |

# Supplementary material for: Post-weaning selenium and folate supplementation affects gene and protein expression and global DNA methylation in mice fed high-fat diets
**Source:** BMC Med Genomics. 2013 Mar 5;6:7. doi: 10.1186/1755-8794-6-7
**Supplement:** Additional file 2: Table S2 — Differentially expressed genes in the liver of mice supplemented with adequate levels of selenium and folate post-weaning (n = 6 per treatment). A positive fold change indicates that supplementation increased the expression of the gene.

## Additional file 2. Differentially expressed genes in the liver of mice supplemented with adequate levels of selenium and folate post-weaning (n=6 per treatment). A positive fold change indicates that supplementation increased the expression of the gene.

| **Probe Name** | **Gene Name** | **Systematic Name** | **Description** | **log FC** | **Fold Change** | **P Value** |
| --- | --- | --- | --- | --- | --- | --- |
| A_52_P531610 | Agxt2l1 | AK030395 | Mus musculus adult male pituitary gland cDNA, RIKEN full-length enriched library, clone:5330407B06 product:weakly similar to ALANINE:GLYOXYLATE AMINOTRANSFERASE 2 HOMOLOG 1, SPLICE FORM 1 [Homo sapiens], full insert sequence [AK030395] | 0.83 | 1.78 | 0.008 |
| A_51_P382393 | Errfi1 | NM_133753 | Mus musculus ERBB receptor feedback inhibitor 1 (Errfi1), mRNA [NM_133753] | 0.79 | 1.73 | 0.000 |
| A_52_P19519 | Plce1 | AK035546 | Mus musculus adult male urinary bladder cDNA, RIKEN full-length enriched library, clone:9530064F18 product:PANCREAS-ENRICHED PHOSPHOLIPASE C homolog [Homo sapiens], full insert sequence. [AK035546] | 0.61 | 1.53 | 0.010 |
| A_51_P288138 | Fpr-rs2 | NM_008039 | Mus musculus formyl peptide receptor, related sequence 2 (Fpr-rs2), mRNA [NM_008039] | 0.59 | 1.51 | 0.005 |
| A_52_P654534 | Dmbx1 | NM_130865 | Mus musculus diencephalon/mesencephalon homeobox 1 (Dmbx1), transcript variant 1, mRNA [NM_130865] | -0.59 | -1.50 | 0.010 |
| A_52_P541353 | Il2 | NM_008366 | Mus musculus interleukin 2 (Il2), mRNA [NM_008366] | -0.59 | -1.50 | 0.010 |
| A_52_P20639 | 3322402L07Rik | NM_023727 | Mus musculus RIKEN cDNA 3322402L07 gene (3322402L07Rik), mRNA [NM_023727] | -0.59 | -1.51 | 0.007 |
| A_51_P476127 | Spry3 | NM_001030293 | Mus musculus sprouty homolog 3 (Drosophila) (Spry3), mRNA [NM_001030293] | -0.59 | -1.51 | 0.004 |
| A_51_P283423 | Ift172 | NM_026298 | Mus musculus intraflagellar transport 172 homolog (Chlamydomonas) (Ift172), mRNA [NM_026298] | -0.60 | -1.52 | 0.002 |
| A_51_P214503 | Frem2 | NM_172862 | Mus musculus Fras1 related extracellular matrix protein 2 (Frem2), mRNA [NM_172862] | -0.60 | -1.52 | 0.007 |
| A_51_P340525 | Olfr357 | NM_146623 | Mus musculus olfactory receptor 357 (Olfr357), mRNA [NM_146623] | -0.60 | -1.52 | 0.008 |
| A_51_P106000 | C530008M17Rik | AK122469 | Mus musculus mRNA for mKIAA1211 protein. [AK122469] | -0.60 | -1.52 | 0.008 |
| A_51_P289066 | Pcdhb10 | NM_053135 | Mus musculus protocadherin beta 10 (Pcdhb10), mRNA [NM_053135] | -0.60 | -1.52 | 0.005 |
| A_51_P117015 | Olfr1355 | AF042360 | Mus musculus clone OR27-3 putative olfactory receptor mRNA, partial cds. [AF042360] | -0.62 | -1.53 | 0.001 |
| A_52_P628369 | Klhdc7a | NM_173427 | Mus musculus kelch domain containing 7A (Klhdc7a), mRNA [NM_173427] | -0.62 | -1.54 | 0.008 |
| A_52_P200610 | C1qtnf9 | NM_183175 | Mus musculus C1q and tumor necrosis factor related protein 9 (C1qtnf9), mRNA [NM_183175] | -0.63 | -1.55 | 0.004 |
| A_51_P500135 | Ndrg4 | NM_145602 | Mus musculus N-myc downstream regulated gene 4 (Ndrg4), mRNA [NM_145602] | -0.63 | -1.55 | 0.009 |
| A_52_P274273 | Cdc37l1 | AK048044 | Mus musculus 16 days embryo head cDNA, RIKEN full-length enriched library, clone:C130031H07 product:cell division cycle 37 homolog (S. cerevisiae)-like, full insert sequence. [AK048044] | -0.64 | -1.56 | 0.002 |
| A_52_P554536 | Tnfrsf26 | NM_175649 | Mus musculus tumor necrosis factor receptor superfamily, member 26 (Tnfrsf26), mRNA [NM_175649] | -0.65 | -1.57 | 0.003 |
| A_52_P219233 | Loxl3 | NM_013586 | Mus musculus lysyl oxidase-like 3 (Loxl3), mRNA [NM_013586] | -0.65 | -1.57 | 0.002 |
| A_52_P337246 | Isl1 | NM_021459 | Mus musculus ISL1 transcription factor, LIM/homeodomain (Isl1), mRNA [NM_021459] | -0.67 | -1.59 | 0.007 |
| A_51_P349205 | Mbp | NM_010777 | Mus musculus myelin basic protein (Mbp), transcript variant 7, mRNA [NM_010777] | -0.69 | -1.62 | 0.004 |
| A_52_P242321 | Spon1 | AK084717 | Mus musculus 13 days embryo heart cDNA, RIKEN full-length enriched library, clone:D330035F22 product:unclassifiable, full insert sequence. [AK084717] | -0.73 | -1.66 | 0.004 |
| A_52_P148212 | C79407 | NM_172578 | Mus musculus expressed sequence C79407 (C79407), mRNA [NM_172578] | -0.73 | -1.66 | 0.005 |
| A_51_P303851 | Olfr646 | NM_147056 | Mus musculus olfactory receptor 646 (Olfr646), mRNA [NM_147056] | -0.74 | -1.67 | 0.010 |
| A_51_P493709 | 2810474C18Rik | AK013405 | Mus musculus 10, 11 days embryo whole body cDNA, RIKEN full-length enriched library, clone:2810474C18 product:hypothetical protein, full insert sequence. [AK013405] | -0.74 | -1.67 | 0.001 |
| A_52_P333097 | Mcoln3 | AK033008 | Mus musculus 12 days embryo male wolffian duct includes surrounding region cDNA, RIKEN full-length enriched library, clone:6720490O21 product:weakly similar to MUCOLIPIDIN [Homo sapiens], full insert sequence [AK033008] | -0.75 | -1.68 | 0.008 |
| A_51_P155458 | A930013K19Rik | BC089590 | Mus musculus RIKEN cDNA A930013K19 gene, mRNA (cDNA clone MGC:107606 IMAGE:6759981), complete cds. [BC089590] | -0.76 | -1.69 | 0.010 |
| A_51_P311379 | Tnrc6a | AK147327 | Mus musculus cDNA, RIKEN full-length enriched library, clone:M5C1013H20 product:trinucleotide repeat containing 6, full insert sequence. [AK147327] | -0.77 | -1.71 | 0.003 |
| A_52_P280668 | 1700001E04Rik | NM_029288 | Mus musculus RIKEN cDNA 1700001E04 gene (1700001E04Rik), mRNA [NM_029288] | -0.78 | -1.72 | 0.002 |
| A_51_P133618 | Clcn1 | X62895 | M.musculus mRNA (cDNA1) skeletal muscle chloride channel, destroyed by insertion of ETn transposon [X62895] | -0.79 | -1.72 | 0.000 |
| A_52_P361007 | NAP054962-1 | NAP054962-1 | Unknown | -0.79 | -1.72 | 0.008 |
| A_52_P12855 | Ankrd43 | NM_183173 | Mus musculus ankyrin repeat domain 43 (Ankrd43), mRNA [NM_183173] | -0.84 | -1.79 | 0.002 |
| A_51_P155873 | Ppp1r3g | XM_127272 | PREDICTED: Mus musculus protein phosphatase 1, regulatory (inhibitor) subunit 3G (Ppp1r3g), mRNA [XM_127272] | -0.89 | -1.86 | 0.003 |
| A_51_P346445 | Hspb7 | NM_013868 | Mus musculus heat shock protein family, member 7 (cardiovascular) (Hspb7), mRNA [NM_013868] | -1.00 | -2.00 | 0.009 |
| A_51_P217498 | Slc2a4 | NM_009204 | Mus musculus solute carrier family 2 (facilitated glucose transporter), member 4 (Slc2a4), mRNA [NM_009204] | -1.25 | -2.39 | 0.001 |

# Supplementary material for: Post-weaning selenium and folate supplementation affects gene and protein expression and global DNA methylation in mice fed high-fat diets
**Source:** BMC Med Genomics. 2013 Mar 5;6:7. doi: 10.1186/1755-8794-6-7
**Supplement:** Additional file 4: Table S3 — Composition of diets used to determine the effects of post-weaning supplementation with adequate levels of selenium and folate in mice fed high-fat diets.

## Additional file 4. Composition of diets used to determine the effects of post-weaning supplementation with adequate levels of selenium and folate in mice fed high-fat diets.

|  | **HF-Low, containing 0.4 mg/kg Folate and 0.1 mg/kg of selenium (as analysed)** | **HF-Suf, containing 1.8 mg/kg folate and 0.6 mg/kg selenium (as analysed)** |
| --- | --- | --- |
|  | **% gm** | **% gm** |
| Protein | 20 | 20 |
| Carbohydrate | 49 | 50 |
| Fat | 21 | 21 |
| kcal/gm | 4.68 | 4.68 |
|  |  |  |
| **Ingredient** |  |  |
| Casein | 195 | 195 |
| DL-methionine | 3 | 3 |
| Corn starch | 50 | 50 |
| Maltodextrin 10 | 100 | 100 |
| Sucrose | 341 | 341 |
| Cellulose | 50 | 50 |
| Milk fat, anhydrous | 200 | 200 |
| Corn oil | 10 | 10 |
| Mineral mix S10001† | 0 | 35 |
| Sodium selenite (45.7% Se) | 0.000067 | 0.00146 |
| Mineral mix S19101 (no selenium) | 35 | 0 |
| Calcium carbonate | 4 | 4 |
| Vitamin mix V10001‡ | 0 | 10 |
| Vitamin Mix V14901 (no folate) | 10 | 0 |
| Folic acid | 0.00032 | 0.00032 |
| Choline Bitartrate | 2 | 2 |
| Cholesterol, USP | 1.5 | 1.5 |
| Ethoxyquin | 0.04 | 0.04 |
|  |  |  |

†S1001: Calcium Phosphate, Dibasic, 29.5% Ca, 22.8% P 500 gm; Magnesium Oxide, 60.3% Mg 24 gm; Potassium Citrate, 1 H2O, 36.2% K 220 mg; Potassium Sulfate, 44.9% K, 18.4% S 52 gm; Sodium Chloride, 39.3% Na, 60.7% Cl 74 gm; Chromium K Sulfate, 12 H2O, 10.4% Cr 0.55 gm; Cupric Carbonate, 57.5% Cu 0.3 gm; Potassium Iodate, 59.3% I 0.01 gm; Ferric Citrate, 21.2% Fe 6 gm; Manganous Carbonate, 47.8% Mn 3.5 gm; Sodium Selenite, 45.7% Se 0.01 gm (not present in S19101); Zinc Carbonate, 52.1% Zn 1.6 gm; Sucrose118.03 gm.

‡V10001; Vitamin A Palmitate, 500,000 IU/gm 0.8 gm; Vitamin D3, 100,000 IU/gm 1 gm; Vitamin E Acetate, 500 IU/gm 10 gm; Menadione Sodium Bisulfite, 62.5% menadione 0.8 gm; Biotin, 1.0% 2 gm; Cyancocobalamin, 0.1% 1 gm; Folic Acid 0.2 gm; Nicotinic Acid 3 gm; Calcium Pantothenate 1.6 gm; Pyridoxine-HCl 0.7 gm; Riboflavin 0.6 gm; Thiamin HCl 0.6 gm; Sucrose 978.42 gm.

How the deposited data were processed for this re-analysis (not part of the article)

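Gene expression was measured in the colon and liver of 12 mice, 6 fed HF-low-low and 6 fed HF-low-suf after weaning, on 24 two-colour arrays on 6 slides of 4 arrays. Samples were grouped by tissue and diet as the paper and the labels of the arrays give them, with 6 arrays per group. Files of the protein, methylation and histone measurements were not used here.

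The authors deposited 1 file per array. The intensity values used here, as deposited by the authors, are the mean raw signal of each spot in Cy3 (sample) and Cy5 (reference) and the median of its local background, which Feature Extraction quantified from the scanned images with no background correction and not normalized between the dyes. The processed intensity in the same file was background subtracted, detrended and dye normalized by the Feature Extraction software. The log10 ratio of red to green that the authors deposited was computed by that software from the processed signals and was not used here. The global loess normalization of the paper's methods is not part of the deposited values.

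The mean signals were background corrected with normexp (offset 50, on all spots), 1639 control spots of 45018 were left out together with spots flagged as non-uniform or population outliers in either channel, and each array was normalized by loess in limma 3.58.1 on R 4.3.3. The log2 ratio of Cy3 to Cy5 was used throughout. The 43379 remaining spots were averaged over repeated spots of a probe, which gave 41174 probes. Different probes of a gene were tested separately, and for gene lists the probe with the highest mean intensity stood for the gene. Gene names are those of the array files. Of 23837 probes with a RefSeq mRNA accession, 22937 matched a reference table of current names, which was used only for names. Probe positions are those of the array files, in build mm7.

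Each tissue was tested with lmFit and eBayes on its 12 arrays, HF-low-suf against HF-low-low, with the paper's threshold of an unadjusted P below 0.01 and a fold change above 1.5, and with Benjamini-Hochberg adjustment at 0.05. The paper's methods name global loess, limma and this threshold, and its text names no background correction. The difference between tissues was tested over all 24 arrays with the mouse as a random block (duplicateCorrelation, statmod 1.5.0). Single probes were also tested with two-sided exact permutation tests over the 924 assignments of 12 mice. Tested with camera (preset correlation 0.01) and with fry were 9 lists of transcripts (selenoprotein, one-carbon, skeletal muscle, adipose, pancreas, smooth muscle, colon epithelium, B cell and proliferation). Correlations over livers used 100000 resamples. Of the 462 splits of the mice into groups of 6, 100 were used, the real one and others drawn with a fixed seed and without regard to scan day.

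A probe was taken as well above background where Feature Extraction marked it so in Cy3. A probe dim on every array of a group has at most a lower bound for its fold change, and none is given where both groups were dim. The median Cy3 signal was 3.78 to 7.20 times the background and the median Cy5 signal 5.41 to 18.1 times. Replicates of a group differed from one another on every array: the correlation of log2 ratios between 2 replicates lay between 0.655 and 0.938, and at most 0.00692% of their signals were identical.

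The tests were tested on simulated data with 200 changed probes of 41174 at a log2 change of 2.00. The changed probes were drawn from those well above background on at least 6 arrays of the tissue, with independent noise on each spot. The shares found therefore say nothing about dim probes, smaller changes or outlying arrays. In the colon comparison 99.5% of the changed probes passed Benjamini-Hochberg adjustment, with 9 unchanged probes, and in the liver comparison 93.5%, with 9 unchanged probes. Past the threshold of unadjusted P and fold change were 275 unchanged probes in the colon and 276 in the liver. For the difference between tissues, 95.5% of 200 probes changed by a simulated log2 difference of 1.50, among 5000, passed adjustment, with 7 unchanged ones.

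The text names the genes the paper names for gene expression in Tables 1, 2, S1 and S2, the genes of the proteins in Figure 1, and in each tissue the 5 probes with the largest rise and the 5 with the largest fall among those past the threshold and well above background on at least 6 of 12 arrays. This rule, the lists and the alternatives were fixed before the data were examined. The alternatives were plain background subtraction, no background correction, the signals processed by Feature Extraction, median centring, Aquantile scaling, the Cy3 channel alone, outlier spots kept, each spot on its own, a filter on dim probes, all 24 arrays in one fit, the replicate number as a block, and leaving out each array in turn. A further alternative, the 10 livers other than HF-low-suf replicates 1 and 2, was chosen after seeing the data. A value that was not called and changed sign in an alternative that did not call it either was counted as reversed only where it moved by more than its standard error. Gene Ontology terms were not tested here.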

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

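The tests of a faulty slide, of Slc2a4 against the gene lists, of Mb and Slc2a4 without single livers and the fit over 10 livers were chosen after the results were seen; the tests of Slc2a4 had first been written for a lower value in HF-low-suf mice. In 72 groups of 6 arrays, 9 had a sample far from the others, where 3.6 are expected because chance gives such a sample in about 1 in 20 groups.

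On 2 arrays the Cy5 channel, which holds the same reference on every array, was far brighter than on the others. For colon HF-low-suf replicate 5 the median Cy5 signal was 18.1 times the background, against at most 7.49 in the other arrays of its group, and 71.9% of its spots were well above background in Cy3, against at most 50.5%. For liver HF-low-suf replicate 4 the median Cy5 signal was 12.7 times the background, against at most 7.54, with 94.1% of spots well above background in Cy5. On this array 8.75% of spots were marked as outliers by the software, against at most 0.749% in the group. A faulty slide is argued against, since the other arrays of these slides had a median Cy5 signal of at most 423, against 1031 and 739 on the 2 arrays. Cy5 signal that does not depend on the probe is argued against as the whole cause, since the negative control spots exceeded those of the other arrays by a factor of 1.22 on average, and all probes by a factor of 2.38. The amount and labelling of the reference were not tested, and the design gives no biological explanation for the reference channel. Without the colon array 42 probes were called in place of 69, and without the liver array 35 in place of 45, of which 19 were higher and 16 lower in HF-low-suf mice.

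In the liver of HF-low-suf replicate 2, Mb had a log2 ratio of 0.73 and Acta1 one of -2.95, and the nearest other livers of the group were at -1.78 and -4.45. A candidate explanation is RNA of skeletal muscle in that sample. The list of 21 skeletal muscle transcripts, which holds neither gene, followed Mb over the 12 livers with a Pearson r of 0.960 (permutation P of 2e-05, adjusted over 4 relations 8e-05) and a Spearman rho of 0.923 (permutation P of 7e-05, adjusted 0.00028). Without the 2 livers farthest from the median of the list r was 0.890, and within the slides scanned together it was 0.985 and 0.895. For Acta1 r was 0.947 (permutation P of 0.00027, adjusted 0.00054) and rho 0.769 (permutation P of 0.0050, adjusted 0.00667). For Acta1 r was 0.748 without the 2 farthest livers, and 0.988 and 0.742 within the slides scanned together. In replicate 2, 19 of the 21 list genes were above each of the 10 livers other than HF-low-suf replicates 1 and 2. Of the 3 with the highest mean intensity over both channels, Tnni2 was at -2.03 against a median of -3.79 in these 10 and Tnnc2 at -2.65 against -4.37, while Myh4 was not raised, at -5.09 against -4.94. Casq1 was not raised above each of these livers either, at -2.89 against -3.07. Of the 21 genes, 20 were well above background on at least 6 liver arrays, 0 were in another list and 0 were named by the paper. Without replicate 2 the log2 fold change of Mb was 0.12, in place of 0.65. A diet effect on Mb in the other mice stays open, as does a change in that mouse's liver itself.

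The adipose list had a mean of 3.04, relative to the mean over the livers, in the liver of HF-low-suf replicate 1, and the next liver of its group was at 0.58. In this sample 10 of the 12 list genes were above each of the 10 other livers. Of the 3 with the highest mean intensity, Fabp4 was at 2.24 against a median of -2.47 and Cidec at 3.82 against 0.48, while Thrsp was not raised, at 1.86 against 2.32. Lep, at -0.10 against -0.12, was not above each of these livers either, but it was not well above background on any liver array. From these levels, RNA of adipose tissue in this sample is a candidate explanation, and without it the median log2 fold change of the list was 0.29 in place of 0.65. The list followed Slc2a4 over the 12 livers with a Pearson r of 0.650 (permutation P of 0.0404, adjusted 0.0404) and a Spearman rho of 0.783 (permutation P of 0.00395, adjusted 0.00667). Without the 2 farthest livers, HF-low-suf replicates 1 and 2, r was 0.795, and within the slides scanned together it was 0.596 and 0.953. Within the HF-low-low livers r was 0.951, and within the HF-low-suf livers it was 0.555. This relation does not depend on HF-low-suf replicate 1 and says nothing about that sample. Of the 12 genes, 5 were well above background on at least 6 liver arrays, 0 were in another list and 0 were named by the paper.

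The effect of diet on Slc2a4 differed between the tissues: the effect in the liver exceeded that in the colon by 1.61 on the log2 scale (P of 0.00243 in limma with the mouse as a random block). It did not pass adjustment over all probes, at 0.454. Other-tissue RNA in some livers is a candidate explanation for part of it. The skeletal muscle list followed Slc2a4 with a Pearson r of 0.754 (permutation P of 0.00795, adjusted 0.0106) and a Spearman rho of 0.643 (permutation P of 0.0284, adjusted 0.0284). Without the 2 farthest livers r was 0.457, with a permutation P of 0.185, so that the relation was not shown over the 10 others. Within the slides scanned together it was 0.756 and 0.800, and the second of these groups holds neither of the 2 livers, so that the values do not settle whether the relation rests on them. Over the 10 livers other than HF-low-suf replicates 1 and 2 the log2 fold change of Slc2a4 was 0.65 (P of 0.104), between 0 and the value over 12. Muscle or adipose RNA and an effect of the diet on the liver cannot be told apart for Slc2a4, because the livers with the highest lists are all on one diet.

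Among genes the paper does not discuss, 4 gene lists differed between the diets by camera after adjustment over the lists of a tissue. None of them differed by fry. In the liver the median log2 fold change was 0.43 for skeletal muscle (camera P of 3.87e-07, fry P of 0.299; 21 of 21 genes higher in HF-low-suf mice), 0.65 for adipose (7.77e-06 and 0.148; 12 of 12 genes) and 0.22 for smooth muscle (0.0141 and 0.439; 10 of 11 genes). Over the 10 livers these medians were 0.05, 0.10 and 0.14, with camera P of 0.105, 0.369 and 0.167, which for skeletal muscle and adipose is in line with 2 livers carrying most of the differences. Without HF-low-suf replicate 2 alone the skeletal muscle median was 0.09 (camera P of 0.0362), and without HF-low-suf replicate 1 alone the camera P of the adipose list was 0.0165. The smooth muscle list does not rest on these 2 livers in particular: its highest means were those of HF-low-suf replicates 4 (0.64) and 5 (0.45), and it lost its call without HF-low-suf replicate 2 (0.20), 4 (0.08) or 5 (0.16) and without HF-low-low replicate 3 (0.07). A test of the difference between the tissues gave an adjusted P below 0.05 for 0 of the 9 lists, and an exact P of 0.0563 (adjusted 0.506) for the adipose list. In the colon the adipose list had a median log2 fold change of -0.40 (camera P of 3.90e-05, fry P of 0.156; 2 of 12 genes higher). Its mean in colon HF-low-suf replicate 5, the array with the bright reference, was -1.07, and the nearest array of the group was at -0.22. Without this array the median was -0.14 (camera P of 0.0157). No test separated less fat in that colon sample from its bright Cy5 channel. Without these samples the 3 liver lists were not called and the colon adipose list still was by its unadjusted P, and a smaller effect of the diets on these transcripts stays open. By an unadjusted camera P below 0.05, 2 lists differed in the colon and 3 in the liver. Of 100 splits of the mice, the real one included, 91 gave as many lists in the colon and 84 in the liver. Chance cannot be excluded for the number of lists, although the other splits were not balanced over scan days as the diets are.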

How the results depend on the processing

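The fit over 10 livers was chosen after the data were seen, and the other alternatives before. For arrays, the depth is the signal over background, and 3 of 69 colon and 2 of 45 liver probes past the threshold were well above background on at least 6 arrays.

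The number of probes past Benjamini-Hochberg adjustment was 0 in limma in each tissue under the alternatives and with each array left out in turn, against 1230 colon and 893 liver probes at an unadjusted P below 0.05. For the difference between tissues it was 0 as well, except for 3 probes without liver HF-low-low replicate 6. In the colon 69 probes were called, and 13 with no background correction, 26 with median centring (21 higher and 5 lower in HF-low-suf mice) and 3 with the filter on dim probes. In the liver 45 were called, and 12 with no background correction, 2 with median centring, 6 with the Cy3 channel alone (2 higher and 4 lower), 2 with the filter, 132 with all 24 arrays in one fit and 28 over the 10 livers. The split of 37 higher and 8 lower liver probes became 21 and 36 with plain background subtraction and 27 and 17 with the Feature Extraction signals. The filter leaves fewer probes to test; for the others the cause was not tested.

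Of the Table S1 probes 16 were past the threshold, and 9 with plain background subtraction, 8 with the Feature Extraction signals, 8 with median centring, 2 with the Cy3 channel alone and 1 with the filter. Of the Table S2 probes 16 were past it, and 2 with plain background subtraction, 10 with no background correction, 3 with the Feature Extraction signals, 2 with median centring, 1 with the Cy3 channel alone, 1 with the filter, 25 with all 24 arrays in one fit and 10 over the 10 livers. Genes called in both tissues numbered 0, and 1 each with plain background subtraction, the Feature Extraction signals and each spot on its own. The test of the difference between tissues gave 671 probes at an unadjusted P below 0.01, and 127 with the Feature Extraction signals, 175 with median centring, 446 with the Cy3 channel alone and 35 with the filter. By camera at an unadjusted P below 0.05, 5 gene lists differed, and 14 with median centring and 2 over the 10 livers. The cause was not tested.

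Slc2a4 kept its direction under every alternative. Its log2 fold change of 1.26 passed the threshold with median centring (1.37, P of 0.00324), and the cause was not tested. The threshold was also passed with all 24 arrays in one fit (1.26, P of 0.00184), where 1 spread over both tissues includes the smaller spread of the colon. Mb kept its direction and stayed outside the threshold. Reversed were the skeletal muscle list in the colon (0.14 with median centring), the smooth muscle list in the colon (0.13 with median centring), and the Spry3 liver log2 fold change, A_51_P476127 being its probe (-0.00648 with the Feature Extraction signals); the cause was not tested.

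With each array left out in turn, the colon count lay between 23 (without HF-low-low replicate 1) and 256 (without HF-low-low replicate 5), the liver count between 7 (without HF-low-low replicate 1) and 298 (without HF-low-low replicate 3), the Table S1 probes between 8 and 22, the Table S2 probes between 6 and 27, the probes that differ between tissues between 406 (without colon HF-low-suf replicate 1) and 1031 (without liver HF-low-low replicate 6), and the gene lists between 4 and 9. Slc2a4 lay between 0.90 and 1.51 and Mb between 0.12 and 0.84. The proliferation list in the liver, at 0.02, lay between -0.10 (without HF-low-suf replicate 4) and 0.17 (without HF-low-suf replicate 6).

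Arrays with the same replicate number share a slide, and their deviations from the group means correlated between -0.09 and 0.24 in the colon and between -0.50 and 0.53 in the liver, so that the numbers do not pair the mice. With the replicate number as a block, the colon count was 92 (61 of the 69 probes among them), the liver count 121 (35 of the 45 among them), the Table S1 probes 17, the Table S2 probes 20, the probes that differ between tissues 608, the genes in both tissues 0 and the gene lists 5; Slc2a4 was at 1.26 and Mb at 0.65.

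The other named probes gave 696 values with the same direction and call over the alternatives, 27 that newly passed the threshold and 133 that no longer did, and over single arrays left out 768, 34 and 134. Aquantile scaling leaves the log2 ratios as they are and tests nothing here.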

Differences from the paper's values

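The comparison over 10 livers was chosen after the data were seen and enters no value here.

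In the colon, 69 probes were past the paper's threshold of P and fold change, and the paper's number of genes is 23. Of the alternatives set before the data were examined, median centring gave 26, which is within 1.5 times the paper's number. The other alternatives did not: plain background subtraction (79), no background correction (13), the Feature Extraction signals (77), Aquantile scaling (69), the Cy3 channel alone (65), outlier spots kept (67), each spot on its own (72), the filter on dim probes (3), all 24 arrays in one fit (56) and the replicate block (92).

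The listed fold changes match those computed here only with the direction reversed. All 23 probes of Table S1 and all 36 of Table S2 had the opposite sign to the paper's fold change. For 2010016B13Rik, Table S1 gives a fold change of 2.36 and a log ratio of -1.24, which differ in sign, so that by the log ratios 22 of the 23 had the opposite sign and this probe had the sign found here. Over Table S1 the log2 fold changes here and the paper's had a Pearson r of -0.995 by its fold changes and of 0.769 by its log ratios, so that this r rests on 1 probe. Over Table S2 r was -0.904 by its fold changes and -0.905 by its log ratios. These values are across probes, which are not independent replicates. The signs relative to the paper's fold changes were the same with each alternative, over the probes it tests, except that 1 Table S2 probe had the paper's sign with the Feature Extraction signals, with the Cy3 channel alone, without HF-low-low replicate 4 and without HF-low-suf replicate 5. On the scale of HF-low-low relative to HF-low-suf, the fold change of Slc2a4 was -2.39, and the paper's range is -2.10 to -2.39. On this scale the values for 2010016B13Rik (2.64; the paper's 2.36), AK039199 (-1.66; the paper's -1.51), BC108385 (-1.56; the paper's -1.51), Nov (-1.76; the paper's -1.72), Agxt2l1 (1.86; the paper's 1.78) and Errfi1 (1.72; the paper's 1.73) differed from the paper's by less than the standard error here on the log2 scale. The other listed probes were dim on every array of at least one group and have no fold change here.

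The tables' notes say that a positive fold change means that supplementation raised expression. In these data 22 of the 23 Table S1 probes were higher in HF-low-suf mice, where the paper says that most colon genes decreased. Of the 36 Table S2 probes 32 were higher, where the paper says that most liver genes, with Slc2a4 among them, decreased. Slc2a4 was higher in HF-low-suf livers, by a log2 fold change of 1.26. The paper's methods give the same range of fold changes under the name Slc22a4, and describe the abundance there both as increased and as down-regulated. The paper says that Errfi1, Plce1, Fpr-rs2 and Dmbx1 increased in the liver. Its Table 2 prints Errfi1 and Dmbx1 with both signs, and its Table S2 lists Errfi1 as increased and Dmbx1 as decreased. Here the log2 ratios of Errfi1, Plce1 and Fpr-rs2 were lower in HF-low-suf mice, that of Errfi1 by a log2 fold change of -0.78, and that of Dmbx1 was higher, with Plce1 and Dmbx1 not well above background on any liver array. The paper counts 8 separate probes of Slc2a4 with a fold change over 2. The arrays held 1 probe sequence on 10 spots, of which 9 exceeded a fold change of 2.

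Of the probes the paper lists, 16 of 23 in the colon and 16 of 36 in the liver were past the threshold here. Among the alternatives set before the data were examined, other than single arrays left out, all 24 arrays in one fit gave the largest numbers, 19 in the colon and 25 in the liver. Slc2a4, which the paper calls, was past the threshold with median centring, with all 24 arrays in one fit, and without HF-low-suf replicate 6 or HF-low-low replicate 6. The legend of Figure 2 gives red to genes with higher expression in the deficient animals but names no gene. It therefore shows no direction for Errfi1 or Plce1. The paper says that no gene changed in both tissues, and 1 gene was called in both with plain background subtraction, the Feature Extraction signals or each spot on its own. The paper says that myoglobin transcripts differed between the diets. The log2 fold change of Mb was 0.65 with an unadjusted P of 0.200 in limma, and Mb was not called under any alternative.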

Other observations

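The tests of the dye channels and of the diet labels were chosen after the results were seen.

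The direction of the listed fold changes was opposite to the one computed here. Exchanged channels are argued against by albumin, which the liver makes: on the 12 colon arrays its mean log2 ratio of Cy3 to Cy5 was at most -4.37, although the reference pool contains liver RNA. This is a bound, because the log2 Cy5 signal of albumin lay between 19.13 and 19.18 on all these arrays, as at a ceiling, and the direction does not depend on it. Exchanged diet labels stay open, as does a ratio taken as Cy5 over Cy3 in the paper's fit, which would reverse the signs and was not tested. The selenoprotein list in the liver had a camera P of 0.0669 and a fry P of 0.451 and does not settle the labels. The paper describes the difference in liver selenium as small, so that a response of this list to the diets was not assured.

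The 12 mice were split in 100 of the 462 possible ways, the real split included. The other splits were drawn without regard to scan day, over which the diets are balanced. A split that is uneven over the days can gain calls from them, so that the comparison may favour chance. As many probes past the threshold were found in 65 of 100 splits in the colon and in 70 of 100 in the liver, with a median of 98.5 and 95 probes, so that chance cannot be excluded. For genes in both tissues the comparison says nothing, because every one of the 100 splits must reach the real number of 0. For the difference between tissues, tested on the liver minus colon value of each mouse, 500 probes passed an unadjusted P of 0.01 and 29 of 100 splits gave as many, and chance cannot be excluded. In the simulated data only probes well above background on at least 6 arrays were changed, at a log2 change of 2.00. The same threshold was passed by 100% of the changed probes in the colon and 98.5% in the liver, which does not extend to dim probes. Also past it were 275 unchanged probes in the colon and 276 in the liver. Benjamini-Hochberg adjustment was passed by 99.5% of the changed probes in the colon and 93.5% in the liver.

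The split of the arrays by scan day gave more calls than the diets, 331 in the colon and 807 in the liver. After adjustment 30 liver probes passed 0.05 and 0 colon probes. As both days hold 3 arrays of each group, the days do not account for the probes called between the diets: with the scan day as a block 113 colon probes (67 of the 69 among them) and 43 liver probes (31 of the 45 among them) were past the threshold, and 0 passed adjustment.

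The probes called between the diets may largely be signals near the background. In Cy3, 4.35% of the colon probes called were well above background on at least 6 arrays, against 43.9% of those tested (two-sided Fisher's exact test, P of 2.41e-13), and 4.44% against 36.9% in the liver (P of 5.05e-07). Variation of the reference between arrays is argued against as the main source. With each channel scaled on its own, the median part in Cy5 was 11.7% of the median difference in ratio of the called probes in the colon and -1.89% in the liver. The median part in Cy3 was 66.0% and 51.5%, so that part of the difference is in neither value. A response of weakly expressed genes to the diets stays open.

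The lists of selenoprotein and one-carbon transcripts were not shown to differ. The selenoprotein list had a median log2 fold change of 0.066 in the liver (18 of 21 genes higher in HF-low-suf mice) and 0.027 in the colon (camera P of 0.624, fry P of 0.760). The one-carbon list had a median of -0.023 in the liver (camera P of 0.738, fry P of 0.974) and 0.044 in the colon (camera P of 0.0393, adjusted over the lists 0.177, fry P of 0.383). No gene of these lists passed Benjamini-Hochberg adjustment adjusted over the list alone. Whether the diets shift these transcripts stays open. By an unadjusted P below 0.05 camera called the one-carbon list in the colon alone, which did not pass adjustment, and fry called neither list.

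The remaining lists did not differ between the diets by camera. In the liver the median log2 fold change was 0.11 for pancreas (camera P of 0.534), 0.07 for colon epithelium (0.257), 0.03 for B cell (0.267) and 0.02 for proliferation (0.631). In the colon it was -0.02 for skeletal muscle (0.919), 0.03 for pancreas (0.0993), -0.02 for smooth muscle (0.577), 0.10 for colon epithelium (0.169), 0.02 for B cell (0.293) and 0.02 for proliferation (0.328). For smooth muscle in the colon the mean and the camera direction were positive, against a negative median. For the one-carbon list 1 gene, and for proliferation 1 gene, is shared with another list.

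The probe of Slc22a4, a gene the methods name where the results name Slc2a4, had a log2 fold change of 0.23 in the liver (P of 0.399 in limma), with 5 of 6 HF-low-low and 3 of 6 HF-low-suf arrays well above background, and -0.21 in the colon (P of 0.357). The legend of Figure 1 states that protein was pooled from the mice of the arrays, so that HF-low-suf replicate 2, with the highest Mb and Acta1 transcripts, is part of that pool. Whether it contributes the myoglobin and actin protein differences was not tested here.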
